# Tet-mediated imprinting erasure in H19 locus following reprogramming of spermatogonial stem cells to induced pluripotent stem cells

**DOI:** 10.1038/srep13691

**Published:** 2015-09-02

**Authors:** P. Bermejo-Álvarez, P. Ramos-Ibeas, K.E. Park, A. P. Powell, L. Vansandt, Bickhart Derek, M. A. Ramirez, A. Gutiérrez-Adán, B. P. Telugu

## Abstract

Selective methylation of CpG islands at imprinting control regions (ICR) determines the monoparental expression of a subset of genes. Currently, it is unclear whether artificial reprogramming induced by the expression of Yamanaka factors disrupts these marks and whether cell type of origin affects the dynamics of reprogramming. In this study, spermatogonial stem cells (SSC) that harbor paternalized imprinting marks, and fibroblasts were reprogrammed to iPSC (SSCiPSC and fiPSC). The SSCiPSC were able to form teratomas and generated chimeras with a higher skin chimerism than those derived from fiPSC. RNA-seq revealed extensive reprogramming at the transcriptional level with 8124 genes differentially expressed between SSC and SSCiPSC and only 490 between SSCiPSC and fiPSC. Likewise, reprogramming of SSC affected 26 of 41 imprinting gene clusters known in the mouse genome. A closer look at H19 ICR revealed complete erasure in SSCiPSC in contrast to fiPSC. Imprinting erasure in SSCiPSC was maintained even after *in vivo* differentiation into teratomas. Reprogramming of SSC from *Tet1* and *Tet2* double knockout mice however lacked demethylation of H19 ICR. These results suggest that imprinting erasure during reprogramming depends on the epigenetic landscape of the precursor cell and is mediated by TETs at the H19 locus.

Being one of the few exceptions to Mendelian rules, genomic imprinting is an epigenetic mechanism that allows for a subset of genes to be expressed either from the paternally or from the maternally inherited allele^1^. Regulation of this mono-allelic gene expression takes place at imprinting control regions (ICRs) by different patterns of DNA methylation. These methylation marks are established during gametogenesis in a sex-specific manner and remain unaltered after syngamy, escaping global demethylation taking place during preimplantation development^2^,^3^. Thus, under physiological conditions, imprinting marks are only erased during primordial germ cell (PGC) formation prior to the establishment of sex-specific methylation marks^4^, making it difficult to study the molecular mechanism underpinning the erasure and establishment of imprinting marks.

Cell reprogramming, either oocyte-mediated^5^ or artificially induced by the overexpression of Yamanaka factors^6^ is able to modify the epigenetic landscape of the precursor cell closely mimicking stem cells, and resulting in the acquisition of pluripotency. However, the reprogramming process does not recreate an exact replica of the epigenome of a stem cell^7^. Oocyte-mediated cell reprogramming by somatic cell nuclear transfer often results in aberrant imprinting patterns, and is one of the major factors contributing to growth abnormalities and low survival rates of cloned embryos^8^. Similarly, induced pluripotent stem cells (iPSC) retain some of the epigenetic marks of its original differentiated state, and the reprogramming process may disrupt other epigenetic marks, such as imprinting^9^.

In this article we have developed a Systems Biology approach to study the mechanisms involved in the erasure of genomic imprinting. In particular, we show that the reprogramming of spermatogonial stem cells (SSC), a germ-line committed stem cell type that exhibit an androgenetic imprinting pattern in H19 and Igf2r^10^ to SSCiPSC entails the erasure of the methylation mark of H19 ICR. Taking advantage of this model we have studied the role of ten-eleven translocation proteins (Tets) in imprinting erasure. Tets are the only known enzymes that convert 5-methylcytosine (5 mC) to 5-hydroxymethylcytosine (5 hmC)^11^, a critical step for the ultimate removal of the methyl mark, and have been reported to be involved in DNA demethylation in oocytes^12^ and PGCs^13^.

## Results

### Yamanaka factor mediated reprogramming of SSC and somatic cells

SSC and fetal fibroblast were obtained from a mouse model harboring Yamanaka factors under the control of a doxycycline inducible promoter (*Gt(ROSA)26Sor*^tm1(rtTA*M2)Jae^*Col1a1*^*tm3(tetO-Pou5f1,-Sox2,-Klf4,-Myc)Jae*^/J), which allows for a homogeneous and replicable expression of *Oct4*, *Sox2*, *Klf4* and *c-Myc* (OSKM) in the presence of doxycycline^14^. SSC were obtained from postnatal day (PND) 6 testis by sequential enzymatic digestion, differential plating followed by Magnetic Activated Cell Sorting (MACS) for the SSC surface marker Gfra1, which resulted in the selection of 3 ± 0.8% of differentially adherent cell population. The MACS enriched Gfra1+ cells showed a gene expression profile compatible with SSC as determined by Quantitative RT-PCR analysis (Fig. 1A). As expected, Gfra1+ cells but not Gfra1- expressed *Pou5f1*, a key marker for stemness in SSC^15^. Likewise, Gfra1 was upregulated in the cells sorted for Gfra1, whereas the expression of *Id4*, another marker of SSC, was expressed at a higher level in Gfra1+ compared to Gfra1- cells, but the differences were not statistically significant (ANOVA p<0.05). A marker of differentiated spermatogonia *cKit*^16^, was significantly upregulated in the Gfra1- population compared to Gfra1+ fraction.

Both SSC and fetal fibroblast were reprogrammed to iPSC in the presence of doxycycline and LIF. Colonies of iPSC began to emerge 10–12 days after doxycycline induction, as reported previously for this model^14^. Both SSCiPSC and fiPSC were morphologically indistinguishable, grow at a similar pace and were alkaline phosphatase positive (Fig. 1C), a distinguishing characteristic between SSC and Germinal Stem Cells (GSC)^17^. These characteristics were maintained following gradual withdrawal of doxycycline from the culture media. Doxycycline-independent SSC- and fiPSC were subjected to further pluripotency tests: teratoma formation and contribution to chimaeras. SSCiPSC were able to form teratomas following subcutaneous and intramuscular injection in immunocompromised mice. As shown in Fig. 1B and Supplementary Fig. S1A, the teratoma contained derivatives from the three germ layers, including neuronal rossettes and keratin pearls (ectoderm); skeletal muscle, osteoid formations, and kidney (mesoderm); and, liver and ciliated epithelium (endoderm).

The ability to generate chimeras was tested in 3 different cell lines from each cell type (SSCiPSC and fiPSC). Skin chimerism was detected based on the agouti coat color from injected iPSC, over the white coat color of blastocyst donor CD1 strain. All cell lines were able to contribute to chimeras to a certain degree. In terms of skin chimerism, the 3 SSCiPSC lines outperformed fiPSC lines, resulting in a significantly higher number of pups with a high skin chimerism (>40%) than fiPSC based on Chi-square test (Fig. 1D, Supplementary Fig. S1B, and Supplementary Table S1).

### Global transcriptome profile of SSC and reprogrammed iPSC

RNA-seq was performed to investigate the transcriptional differences between SSCiPSC, fiPSC and SSC (GEO Accession# GSE64856; Supplementary Table S2 online). 

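The RNA-seq data comprise 9 libraries, 3 each of SSC, SSCiPSC and fiPSC. SSC were cells of mouse pup testes enriched for the surface marker Gfra1. SSCiPSC and fiPSC were iPSC lines obtained from SSC and from fetal fibroblasts by doxycycline-induced expression of the reprogramming factors, and were purified for SSEA1 before RNA extraction. The paper gives passages 13 to 14 for the iPSC, whereas the sample labels give passages 10 to 11. The paper names a stranded mRNA library kit, and the labels name a kit that removes ribosomal RNA. The authors aligned paired end reads with TopHat, assembled and quantified loci with Cufflinks, and deposited 1 value per locus and library as FPKM. The table has 54914 loci. Of these, 1 with a blank value was left out, and the other 54913 were used.

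Within each chromosome the loci stand in 3 blocks, each sorted by position. The first block holds plus-strand loci (8278), the second minus-strand loci (8085), and the last has loci with no strand (38550, 70.2% of all). Loci were named for a mouse gene by their coordinates in the GRCm38 build, with at least 50% overlap. This gave 14190 loci of 12795 genes. A protein-coding gene of the same strand overlapped 92.8% of the loci assigned to a strand, against 38.3% and 37.9% after the loci were moved by 1000000 bp up or down. A gene with several named loci was taken from the one with the highest mean.

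Fragment totals were estimated from the steps between the lowest FPKM values. The totals, in units of 1000000 fragments, were 1.76, 4.61 and 1.38 for SSC replicates 1, 2 and 3, 15.8, 13.9 and 15.2 for SSCiPSC and 13.3, 17.7 and 15.4 for fiPSC. Each iPSC library was therefore from 2.89 to 12.8 times as deep as an SSC library. Loci listed at 0 made up 30.0%, 18.9% and 35.4% of the 3 SSC libraries and from 9.64% to 13.9% of the iPSC libraries. Spearman correlations between replicates, across loci, ranged from 0.727 to 0.791 in SSC and from 0.920 to 0.941 in the iPSC groups.

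Differences were tested with limma on log2(FPKM + 1) between 2 groups at a time, over loci with at least 1 FPKM in at least 3 of the 6 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes are on this log2(FPKM + 1) scale, which understates the change of low genes. With 3 libraries against 3, an exact permutation test of a single gene cannot give a two-sided p below 0.1.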

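Distances between the 9 libraries were computed as Jensen-Shannon distances of log10(FPKM + 1) over 54913 loci. Between SSC and iPSC libraries the distance ranged from 0.364 to 0.443. Among the 6 iPSC libraries no distance exceeded 0.169, so the lowest distance between SSC and iPSC was 2.16 times the highest distance among iPSC. The SSC libraries lay from 0.296 to 0.354 apart, so their highest distance was close to the lowest between SSC and iPSC. Distances to iPSC were lowest for SSC replicate 2, the deepest SSC library (0.364 to 0.377). They were 0.419 to 0.429 for SSC replicate 1 and 0.435 to 0.443 for SSC replicate 3, the least deep. No alternative matched the libraries for depth, so the part of depth in these distances is not known. SSCiPSC libraries differed from each other by 0.150 to 0.163, and fiPSC libraries by 0.136 to 0.140. Distances between SSCiPSC and fiPSC ran from 0.139 to 0.169. Their lowest value was 0.847 times the highest distance within an iPSC group, so the ranges overlapped. Their median of 0.163 was above every distance between fiPSC libraries, but the median distance between SSCiPSC libraries was also 0.163. With complete linkage, the iPSC libraries joined each other at 0.169, the SSC libraries at 0.354 and all libraries at 0.443. SSC stayed apart from iPSC in 16 of 16 alternatives of distance, scale, linkage, loci or libraries. SSCiPSC and fiPSC formed separate branches with the reported settings and in 5 of the 13 alternatives that can change the branches among iPSC. The first ratio moved most with 1 minus the Spearman correlation as the distance (4.90). The second ranged from 0.744 with FPKM values without a logarithm to 0.952 without SSCiPSC replicate 1.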

Hierarchical clustering of the RNA-seq data revealed grouping of iPSC (SSCiPSC and fiPSC) distinctly from SSC (Fig. 2A and Supplementary Fig. S2). In particular, the comparison of SSCiPSC vs SSC revealed 8124 genes differentially expressed, whereas only 490 were differentially expressed between SSCiPSC and fiPSC (FDR<0.05, Fig. 2B,C; Supplementary Figs S2 & S3). 

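Between SSCiPSC and SSC, 18396 of 36544 loci tested had an adjusted p below 0.05 in limma's test with Benjamini-Hochberg adjustment, 9582 higher in SSCiPSC and 8814 lower. Between fiPSC and SSCiPSC, 23 of 33948 loci passed the same threshold, 8 higher in fiPSC and 15 lower, and 3988 had an unadjusted p below 0.05. Between fiPSC and SSC, 19680 of 38007 loci passed, 10658 higher in fiPSC and 9022 lower. The values of the 2 groups did not overlap for 59.8% of the loci between SSCiPSC and SSC, 18.6% between fiPSC and SSCiPSC and 61.6% between fiPSC and SSC, where chance gives 10%. The first count moved most when each named gene was represented by 1 locus, an alternative chosen after seeing the data, which left 7524. Without SSCiPSC replicate 3 it was 11357, with 4761 loci higher in SSCiPSC and 6596 lower, and the count between fiPSC and SSC was 11300 without fiPSC replicate 1, with 4757 higher in fiPSC and 6543 lower. More loci were also lower than higher when each other library of the iPSC group compared was left out, whereas from 66.1% to 68.7% of the loci past the threshold were higher in SSCiPSC without an SSC replicate. With a library left out, the filter still asks for 3 libraries, which a group with 2 left cannot meet alone. Without the filter, an alternative chosen after seeing the data, 8655 loci were higher in SSCiPSC and 6350 lower when SSCiPSC replicate 3 was left out. Between fiPSC and SSC, 9743 loci were then higher in fiPSC and 6611 lower without fiPSC replicate 1. More loci were also higher than lower in fiPSC without fiPSC replicate 2 or 3. The count between fiPSC and SSCiPSC moved most without SSCiPSC replicate 3, when 2 loci remained past the threshold, 1 higher in fiPSC and 1 lower. The balance turned with 1 locus per named gene, with 21 higher in fiPSC and 14 lower. It also turned without SSCiPSC replicate 1 (6 higher, 4 lower) and without SSCiPSC replicate 2 (3 higher, 1 lower). In the other alternatives more loci were lower in fiPSC. Median-ratio scaling moved the median of all log2 fold changes between SSCiPSC and SSC from 0.11 to 0.28, a shift of 0.17.

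Nanog, on chromosome 6 from 122703014 to 122713625, was listed at 0 FPKM in the 3 SSC libraries and at 483, 456 and 426 in SSCiPSC. Fbxo2 was also listed at 0 in SSC, with 211, 477 and 251 FPKM in SSCiPSC. Tdgf1 had 0, 0.209 and 0 FPKM in SSC and 392, 214 and 261 in SSCiPSC. L1td1 had 0, 0.367 and 0 FPKM in SSC and 210, 315 and 291 in SSCiPSC. The locus named for Alg13 had 144, 0 and 0 FPKM in SSC and at least 1034 in each SSCiPSC library. In the other direction, Cst12 had 198, 271 and 206 FPKM in SSC, Defb19 210, 211 and 193, and Tpsab1 50.3, 163 and 487, and these genes were listed at 0 in every SSCiPSC and fiPSC library. Aldh1a1 had 130, 166 and 187 FPKM in SSC and no more than 0.0685 in SSCiPSC. Clu, on chromosome 14 from 65968550 to 65981551, had 632 ± 88.1 FPKM in SSC and 4.33 ± 2.24 in SSCiPSC (SD, n = 3 each), a log2 fold change of -6.96 (standard error 0.29, adjusted p = 4.2e-05 from limma with Benjamini-Hochberg adjustment). Cst12 and Clu belong to a list of Sertoli cell markers.

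The named genes past the threshold between fiPSC and SSCiPSC with a level of at least 10 FPKM were both lower in fiPSC. Cyct had 48.9 ± 12.5 FPKM in SSCiPSC and 11.3 ± 1.38 in fiPSC (SD, n = 3 each), a log2 fold change from -2.11 to -1.80 with a library left out (limma adjusted p = 0.0269 with all 6 libraries). Pttg1 had 232 ± 27.5 FPKM in SSCiPSC and 86.4 ± 2.83 in fiPSC (SD, n = 3 each), a log2 fold change of -1.41 (standard error 0.12, limma adjusted p = 0.0126). Over 18 alternatives the adjusted p ranged from 0.0167 to 0.261 for Cyct, with 10 below 0.05, and from 0.0074 to 0.234 for Pttg1, with 11 below 0.05. The paper bases the grouping of SSCiPSC with fiPSC, apart from SSC, on hierarchical clustering, and then gives its counts of differentially expressed genes.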

The differentially expressed genes between SSC and SSCiPSC were similar to previous publications comparing SSC and GSC (pluripotent cells spontaneously derived from SSC) gene expression at the transcriptional level. In particular, 33 out of the 54 genes analyzed in these publications^17^,^18^,^19^ were regulated similarly between SSC and SSCiPSC or SSC and GSC, with only 3/54 regulated otherwise (Supplementary Table S3). The conversion of SSC into SSCiPSC entailed the complete transcriptional silencing of several genes essential for male fertility such as *Ins2*, *Lhcgr*, *Lhx1*, *Nanos2*, *Nr5a1*, *Serpina 5* and *Tcf21* (Fig. 2D; Supplementary Table S2). 

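Of the 7 genes, 5 had a locus of their own, and Ins2 and Nanos2 were not analysed here. The 5 genes were listed at 0 FPKM in each of the 3 SSCiPSC libraries. At the depth of these libraries, 3 fragments of the longest transcript, the upper limit that a count of 0 allows, would give 0.0324 FPKM for Lhcgr, 0.0585 for Lhx1, 0.0760 for Nr5a1, 0.107 for Serpina5 and 0.132 for Tcf21 in the SSCiPSC library where the limit is highest. This limit covers counting error only. In iPSC libraries no named gene with at least 20 FPKM in both other libraries of its group was listed at 0.

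Lhcgr, on chromosome 17 from 88742904 to 88791972, had 9.30, 8.77 and 10.5 FPKM in SSC replicates 1, 2 and 3. Lhx1, on chromosome 11 from 84518851 to 84525247, had 10.1, 6.61 and 6.05 FPKM. Nr5a1, on chromosome 2 from 38707970 to 38714534, had 4.67, 7.90 and 18.8 FPKM. Serpina5, on chromosome 12 from 104101061 to 104105553, had 26.1, 38.5 and 40.3 FPKM. Tcf21, on chromosome 10 from 22817301 to 22820135, had 7.01, 3.50 and 8.96 FPKM. All 5 were lower in SSCiPSC with an adjusted p below 0.05 in limma's test, from 6.05e-05 for Serpina5 to 0.00156 for Nr5a1, and the count adjusted over the list alone was also 5. The 2 groups did not overlap for any of the 5 genes (exact permutation test, two-sided p = 0.1 each, the smallest that 3 libraries against 3 allow). With each library left out in turn, 5 genes again passed. With a filter on a mean of at least 5 FPKM over the 9 libraries 1 of them did, since the filter leaves out the others. In fiPSC, Lhcgr, Nr5a1, Serpina5 and Tcf21 were listed at 0 in all 3 libraries, and Lhx1 had 0.0313, 0.0333 and 0.0614 FPKM. Lhcgr and Nr5a1 also stand in a list of Leydig cell markers, of which Cyp11a1 had 96.1, 69.4 and 155 FPKM and Cyp17a1 54.4, 45.5 and 71.0 FPKM in the same SSC libraries.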

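Tet1, on chromosome 10 from 62812482 to 62892871, had 1.46 ± 0.0935 FPKM in SSC and 209 ± 31.5 in SSCiPSC (SD, n = 3 each). Its log2 fold change of 6.40 had a standard error of 0.16 (adjusted p = 7.57e-06 from limma with Benjamini-Hochberg adjustment). Tet2, on chromosome 3 from 133465208 to 133544489, rose from 8.63 ± 2.27 to 53.9 ± 10.2 FPKM (SD, n = 3 each), a log2 fold change of 2.52 (standard error 0.23, limma adjusted p = 0.000307). Dnmt1, on chromosome 9 from 20907364 to 20952987, rose from 99.5 ± 17.1 to 203 ± 26.6 FPKM (SD, n = 3 each), a log2 fold change of 1.03 (standard error 0.17, limma adjusted p = 0.00295). Under quantile normalization the log2 fold change of Dnmt1 was 0.05 (limma adjusted p = 0.795), while 17 of its 18 alternatives had an adjusted p below 0.05, with a range from 0.00041 to 0.795.

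For the de novo methyltransferases the spread within SSCiPSC was wider. Dnmt3b, on chromosome 2 from 153642015 to 153666095, had 17.4, 15.4 and 18.7 FPKM in SSC and 30.9, 84.9 and 33.2 in SSCiPSC. Its log2 fold change was 1.32 (standard error 0.39, limma adjusted p = 0.0279). The adjusted p was 0.063, 0.0764 and 0.0511 without SSC replicate 1, 2 and 3, and ranged from 0.0067 to 0.0764 over 18 alternatives. Dnmt3a, on chromosome 12 from 3806527 to 3914360, had 13.4, 14.0 and 13.2 FPKM in SSC and 10.6, 28.7 and 12.5 in SSCiPSC, so the groups overlapped. Its log2 fold change of 0.20 was within its standard error of 0.36 (limma adjusted p = 0.682; exact permutation test, two-sided p = 1). Without SSCiPSC replicate 2 the log2 fold change of Dnmt3a was -0.22, and its adjusted p stayed between 0.357 and 0.877 over 18 alternatives. In the exact permutation test the other genes each had a two-sided p of 0.1, the smallest that 3 libraries against 3 allow. Thus 4 of the 5 genes were higher in SSCiPSC at an adjusted p below 0.05, and 4 when adjusted over the list alone. Between fiPSC and SSCiPSC, 0 of the 5 genes had an adjusted p below 0.05 and 1 had an unadjusted p below 0.05.

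**Figure D1:**
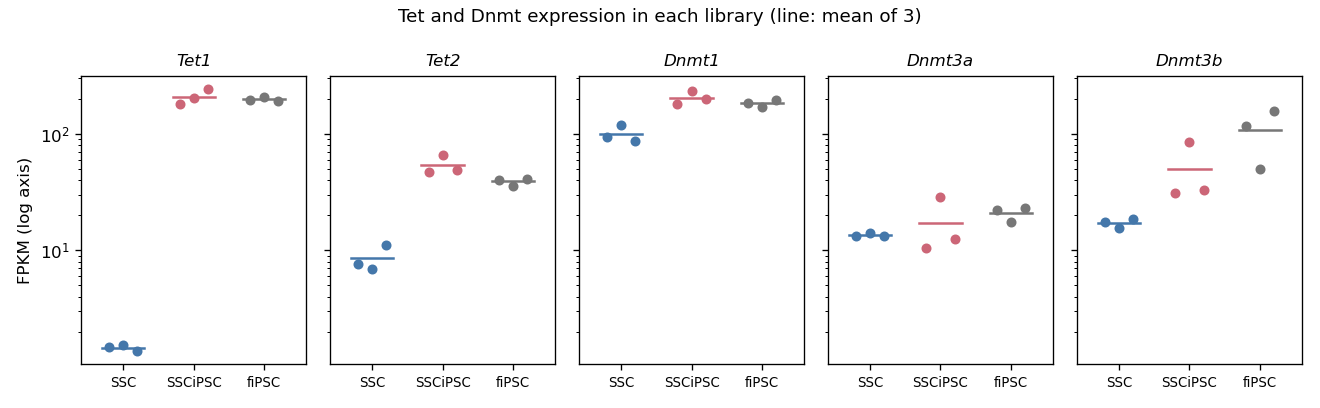
FPKM of Tet1, Tet2, Dnmt1, Dnmt3a and Dnmt3b on a log axis, with 1 point per library in the order of the replicates and a line at the mean of 3 libraries for SSC, SSCiPSC and fiPSC. The SSCiPSC points of Dnmt3a (10.6, 28.7 and 12.5 FPKM) overlap those of SSC, and those of the other genes lie above every SSC point.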

SSCiPSC expressed higher levels of genes involved in both DNA demethylation (*Tet1* and *Tet2*) and DNA methylation (*Dnmt1*, *Dnmt3a* and *Dnmt3b*) (Supplementary Fig. S3). 

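For the Gene Ontology analysis, the methods give thresholds of a p-value of at most 5e-05 and a fold change of at least 1.5. Whether that p was adjusted is not stated, and the unadjusted p was used here. In the limma comparison of SSCiPSC with SSC, 3457 loci met both, 1934 higher in SSCiPSC and 1523 lower. Fewer loci met them when a library was left out, from 807 without SSCiPSC replicate 3 to 1492 without SSC replicate 3. Without SSCiPSC replicate 3, 305 were higher in SSCiPSC and 502 lower, and without SSC replicate 2, 1135 were higher and 231 lower. Quantile normalization gave 1297 higher and 1776 lower, and eBayes without a trend 1493 higher and 1581 lower. With all 9 libraries in the fit 7239 loci met them. The Gene Ontology terms themselves were not analysed here.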

Gene Ontology of the 3287 genes displaying a higher fold change and statistical significance between SSCiPSC and SSC revealed that regulation of transcription and transcription were the biological processes most affected by reprogramming, and non-membrane-bounded organelle and mitochondrion are the more abundant cellular components related to the differentially expressed genes (Supplementary Fig. S4 & Supplementary Table S4). KEGG pathway analysis suggested a reprogramming-mediated bias in pathways in cancer and MAPK signaling pathway, among others (see Supplementary Table S4 online). We next determined the extent of transcriptional reprogramming in imprinting genes by analyzing how many of the imprinting clusters along the mouse genome were affected by reprogramming of SSC to SSCiPSC (Fig. 2D). 

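The imprinted genes printed in Fig. 2D and Supplementary Fig. S3 number 56, and 38 of them had a locus of their own. The heat map of Supplementary Fig. S3 shows genes differentially expressed between these samples, so the count of its genes is not independent evidence of a change. Of the 35 tested between SSCiPSC and SSC, 28 had an adjusted p below 0.05 in limma's test with Benjamini-Hochberg adjustment, 11 higher in SSCiPSC and 17 lower. Adjusted over the list alone the count was 29, with 12 higher and 17 lower. The groups did not overlap for 32 of the 35 genes, where chance gives 10%. With a library left out, from 23 to 26 genes passed. Median-ratio scaling gave 13 genes higher in SSCiPSC and 14 lower. When genes within 1000000 bp of each other were joined, the 38 genes formed 21 groups along the genome, of which 20 held at least 1 gene past the threshold and 3 held genes changed in both directions. The remaining group was Trappc9, on chromosome 15 from 72691379 to 73061119, with 5.94 ± 1.23 FPKM in SSC and 5.86 ± 0.958 in SSCiPSC (SD, n = 3 each). These groups are not the clusters that the paper counts. Since most of the listed genes come from that heat map, clusters without a changed gene are largely missing from them. The share of groups with a change therefore cannot be set against the paper's share of clusters.

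The largest fall was that of Gatm, on chromosome 2 from 122595024 to 122611369, from 187 ± 22.3 FPKM in SSC to 1.11 ± 0.260 in SSCiPSC (SD, n = 3 each), a log2 fold change of -6.48 (standard error 0.17, limma adjusted p = 9.87e-06). Axl, on chromosome 7 from 25757210 to 25788690, had a log2 fold change of -5.88 (standard error 0.16, limma adjusted p = 1.18e-05). H19, on chromosome 7 from 142575491 to 142578110, had 70.6, 61.9 and 111 FPKM in SSC and 8.01, 5.53 and 9.04 in SSCiPSC, a log2 fold change of -3.25 (standard error 0.27, limma adjusted p = 0.000262). In fiPSC, H19 had 16.6, 6.66 and 15.6 FPKM, and its difference from SSCiPSC did not pass the threshold (log2 fold change 0.64, limma adjusted p = 0.516). Cdkn1c, in the same group as H19, fell by 3.37 on the log2 scale (standard error 0.21, limma adjusted p = 0.000114). Transcripts of somatic testis cell markers were present in the same SSC libraries. Their cells' part in the RNA of the falling genes was not estimated, so these falls cannot be assigned to germ cells alone. Slc38a4, on chromosome 15 from 96994749 to 97060686, rose from 2.67 ± 0.203 to 91.0 ± 6.88 FPKM (SD, n = 3 each), a log2 fold change of 4.65 (standard error 0.14, limma adjusted p = 1.97e-05). Impact rose by 3.28 (standard error 0.23, limma adjusted p = 0.000155) and Peg3 by 1.87 (standard error 0.20, limma adjusted p = 0.000589) on the log2 scale. Meg3 had 33.3, 20.0 and 71.9 FPKM in SSC and 58.4, 56.3 and 89.4 in SSCiPSC, and its difference did not pass the threshold (limma adjusted p = 0.168). Without SSC replicate 3 its adjusted p was 0.016, within a range from 0.016 to 0.67 over 18 alternatives. Igf2 and Snrpn lie in loci shared with other genes, as do H13, Cd81, Commd1 and Tbc1d12, and none of them was counted. The locus with H13 did not pass the threshold (log2 fold change -0.269, limma adjusted p = 0.15). The loci with Cd81 (0.735, limma adjusted p = 0.0386), Commd1 (1.93, 0.00267) and Tbc1d12 (1.47, 0.000802) did. The locus with Igf2 had 20.6, 18.1 and 31.5 FPKM in SSC and no more than 0.871 in SSCiPSC, and the locus with Snrpn 5.96, 12.7 and 7.55 FPKM in SSC and 60.7, 89.3 and 118 in SSCiPSC.

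Between fiPSC and SSCiPSC, 0 of 32 listed genes tested had an adjusted p below 0.05 and 8 had an unadjusted p below 0.05. Adjusted over the list alone 3 genes passed, all higher in fiPSC.

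**Figure D2:**
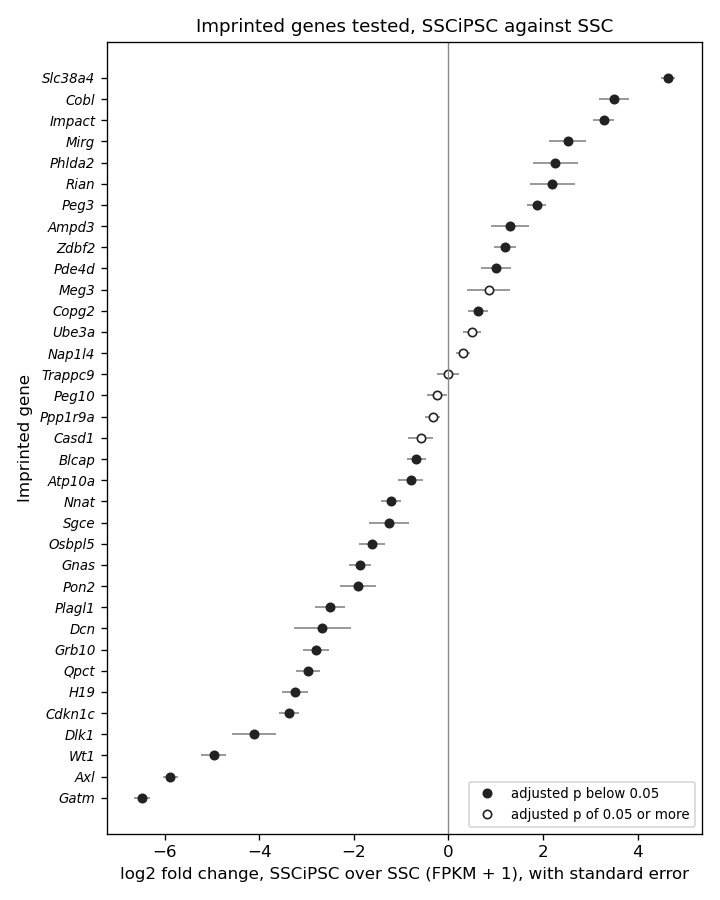
Log2 fold change of FPKM + 1 between SSCiPSC and SSC, with its standard error, for the 35 imprinted genes tested. Filled points are the 28 genes with a limma adjusted p below 0.05, from -6.48 for Gatm to 4.65 for Slc38a4, and open points are the other 7.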

Out of 41 known imprinting clusters^20^, 26 of them were differentially expressed, showing extensive transcriptional changes at imprinting clusters during reprogramming.

### Imprinting erasure in SSCiPSC at H19 ICR

To investigate the extent and mechanism of imprinting erasure, the methylation profiles at H19 ICR in the original cells (Gfra1+ SSC, Gfra1-spermatogonia, and fetal fibroblast) and in 3 iPSC cell lines derived from each resultant cell type were analyzed (Fig. 3). As expected, H19 was highly, but not totally methylated in Gfra1+ cells, in agreement with previous findings in immature spermatogonia^10^,^21^, whereas fibroblast showed the typical pattern of methylation with a mix of methylated paternal alleles and unmethylated maternal alleles. The methylation profile of the differentiated spermatogonia (Gfra1-) did not differ from that of the SSC (Gfra1+). Following reprogramming of SSC to SSC-iPSC, methylation at H19 ICR was erased almost completely in all three representative SSC-iPSC cell lines (Fig. 3A). In contrast, the reprogramming of fibroblast to the fiPSC did not significantly alter the methylation of H19 ICR based on ANOVA (p < 0.05) (Fig. 3B). Next, we questioned whether the imprinting marks could be restored in SSC-iPSC following *in vivo* differentiation, by analyzing the methylation status of H19 ICR in teratomas. *In vivo* differentiation of iPSC did not affect the methylation levels at H19 ICR, as teratomas produced either by intramuscular or subcutaneous injections revealed similar methylation patterns as the SSCiPSC line from which they were derived (Fig. 3C).

### Erasure of imprinting following reprogramming of SSC to SSCiPSC is dependent on Tets

In order to determine the molecular mechanism behind the erasure of H19 imprinting mark following reprogramming of SSC, we knocked-out *Tet1* and *Tet2* in *Gt(ROSA)26Sor*^tm1(rtTA*M2)Jae^*Col1a1*^*tm3(tetO-Pou5f1,-Sox2,-Klf4,-Myc)Jae*^/J mice by CRISPR/Cas9 system^22^. Initial attempts to microinject zygotes in this strain were unsuccessful because of zygote lysis, therefore the mRNA encoding for Cas9 and the sgRNA were co-injected into each blastomere at 2-cell embryos, an approach that resulted in mosaics. Other authors have reported that most *Tet1*+*Tet2* double knockout (DKO) embryos die in utero likely due to epigenetic defects^23^. Although this was not the aim of our study and we did not specifically test this possibility by analyzing embryo resorptions, we have noticed a lower than expected survival rate to term, with two recipients failing to deliver any offspring, despite gaining weight after embryo transfer, and a third delivering 3 pups out of 7 transferred embryos. Furthermore, only one of the three pups contained DKO cells. The low survival to term may be consistent with fetal mortality in the DKO, but may also be caused by the use of CRISPR. The male pup containing DKO cells was a mosaic individual consisted of two genotypes, one showing frame-disrupting mutations in both alleles of both *Tet1* and *Tet2* (DKO) and another showing frame-disrupting mutations in *Tet2* but an in-frame indel and a non-edited allele in *Tet1* (Tet2 KO cells) (Fig. 4A). The testicular morphology at PND6 and the percentage of Grfa1+ cells in the mosaic pup was similar to wild type (wt) individuals. As both DKO and Tet2 KO cells contributed to the germ line, individual SSCiPSC were clonally propagated, genotyped, and three clonal lines that are confirmed DKO for both alleles of both *Tet1* and *Tet2* genes were selected. The kinetics of colonies appearance and cell growth from Tet1 and Tet2 DKO SSCiPSC were similar to those of the wild type pup, with the colonies appearing 10–12 after doxycycline induction and being passaged every 2–3 days. Following the same procedures for reprogramming as described earlier, doxycycline was gradually withdrawn, and the methylation status was analyzed. The ablation of Tet1 and Tet2 did not alter the methylation status of H19 ICR in spermatogonia, which was similar to the wt SSC (Figs 3A and 4B). However, in contrast to SSC-iPSC from wt animals, SSC-iPSC lacking Tet1 and Tet2 retained the methylation levels of SSC, suggesting an essential role of these enzymes in imprinting erasure at H19 imprinting locus during iPSC derivation.

## Discussion

The regulation of DNA demethylation at ICR is uncoupled from the global demethylation changes leading to pluripotent states in early embryo. Although imprinting is erased during PGC formation^24^, the reprogramming of gamete genomes during early pre-implantation development does not affect imprinting marks, and evade the genome-wide demethylation events occurring in both pronuclei^2^,^3^. The molecular mechanism behind the protection of ICRs from demethylation remains unclear and it has been speculated that ICR demethylation might require mechanisms different from the demethylation occurring at other regions. The observation of the dynamics of methylation at ICR following artificially induced reprogramming may prove useful in understanding this process. In this regard, cell fusion-based reprogramming studies have been very informative. The fusion of mouse and human B cells with mouse EGC (Embryonic Germ Cells, pluripotent cells derived *in vitro* from PGC) resulted in the erasure of the imprinting marks, whereas the fusion with ESC, which also reprogram the B cell genome, does not erase the imprinting marks^25^,^26^. This result can be interpreted two ways: 1) EGC may contain specific factors required for imprinting erasure; or 2) EGC may harbor a higher demethylation ability compared to ESC that allows for overcoming the final barrier in demethylation of the genome, which is the demethylation of ICRs. Our results turn the balance towards the latter possibility, as we have observed that imprinting erasure following the same iPSC derivation conditions depends on the original cell type, with the iPSC derived from fibroblasts retaining the imprinting marks to some extent, whereas the iPSC from SSC lacking the imprints. The difference may be due to the active expression of *Pou5f1* before reprogramming in SSC compared to fibroblasts^27^. Importantly, both cell types also differ in their chromatin structure, with chromatin being more open and thereby more prone to demethylation in SSC compared to fibroblasts^28^. From this perspective, the imprinting erasure would be more of a dose or time-related effect of the reprogramming factors rather than a specific mechanism for imprinting erasure, which is distinct from demethylation at other genomic sites. In conclusion, a more intense demethylating process or the same process in an already partially reprogrammed genome leads to imprinting erasure.

The notion of a cumulative effect of demethylating agents acting on imprinting erasure rather than a specific mechanism for demethylation at ICR agrees with previous findings in different Systems Biology Approaches. The demethylation of ICR is a late event in cell fusion-based mechanism occurring much more slowly than the demethylation occurring at the *Pou5f1* locus, and in both cases it seems that there is a conversion of 5 mC to 5 hmC. Tets are the only enzymes known to catalyze 5 mC hydroxylation and both Tet1 and Tet2 are present in EGC and ESC, the two cell types differing in their ability to abolish imprinting marks following cell-fusion based reprogramming^26^. In agreement with our results, the spontaneous *in vitro* derivation of pluripotent cells from unipotent GSC (the *in vitro* equivalent of SSC) report different patterns of ICR methylation depending on the cell type of origin. Pluripotent stem cells derived from GSC of newborn testis (mGS) lose the imprinting of two paternally methylated ICR *H19*, *Meg3 IG* and keep the maternally methylated *Rasgrf1*, *Igf2r* and *Peg10*^17^ unmethylated, whereas multipotent SSC obtained from adult testes (called gPS) showed a gene expression pattern similar to ESC but exhibit an androgenetic imprinting pattern in H19 and Igf2r^18^. However, the study of the molecular mechanism behind the imprinting erasure during the conversion of GSC to mGS present some limitations, as mGS appeared spontaneously during GSC culture without the introduction of any particular molecule or exogenous reprogramming factor, and thereby driven by unknown factors^17^. In this regard, the use of Yamanaka factor based reprogramming of SSC provides a simple and highly reproducible means for studying imprinting erasure. During the revision of this manuscript, a novel type of EGCs (iEGC) derived from PGCs by culture of PGC with kenpaullone and an inhibitor of TGFβR have been reported^29^. The iEGC showed an increased methylation in DMR of H19 locus compared to PGCs as measured by combined bisulfite restriction analysis (COBRA). Assuming that the methylation of that single DMR is representative of the entire ICR, this result could be explained by the very distinct derivation process of iEGCs mediated by small molecules rather than by prolonged overexpression of Yamanaka factors as in SSCiPSC. This is in agreement with the notion that a more intense demethylating process rather than an imprinting-specific demethylating process mediates imprinting erasure.

A particularly relevant observation is that imprinting erasure was not reversed following *in vivo* differentiation into teratomas. Genomic imprinting is an epigenetic feature generally overlooked in iPSC and while the imprinting erasure did not impair the differentiation abilities of the SSCiPSC, the functionality of these differentiated cells could be affected. As imprinting has been shown to be affected in other types of iPSC^9^, these results raise a reason for caution for the use of iPSC in regenerative medicine. Alterations in the methylation of different ICRs are known to be responsible for disorders originated during development, such as Angelman, Beckwith-Wiedemann and Prader Willi syndromes, but they are also linked to the appearance of cancers, both spontaneous^30^,^31^,^32^ or derived from ESC with aberrant ICR methylation^33^.

As plausible drivers for imprinting erasure, Tets (Tet1, Tet2 and Tet3) are the only known enzymes that convert 5-methylcytosine (5 mC) to 5-hydroxymethylcytosine (5 hmC), an intermediate in the 5 mC demethylation process that undergo passive demethylation as cells divide^34^. It has been observed that somatic cells deficient in *Tet2*^35^ or all three *Tet* enzymes^36^ cannot be reprogrammed into iPSC. In contrast, we have been able to reprogram DKO SSC to SSCiPSC, with a similar efficiency and timing of colonies appearance as wt SSC, so *Tet1* and *Tet2* were dispensable for SSC reprogramming. A possible explanation for the differences between MEF and SSC reprogramming could be that SSC do not require a mesenchymal-to-epithelial transition, the critical step blocked by *Tet* deficiency^36^, but testing this hypothesis would require dedicated investigation. *Tet1* and *Tet2* are the only Tet members expressed in PGCs or ESC^26^, and the temporal expression of *Tet1* and *Tet2* coincides in time with the conversion of 5 mC to 5 hmC at ICR in PGCs, so they have been suggested to play a role in imprinting erasure^13^. *Tet1* paternal or maternal KO (i.e. pups derived from a *Tet1* KO male or female) E9.5–10.5 embryos were observed to dysregulate several imprinted genes by hypermethylation of paternal or maternal ICR, respectively^37^. Furthermore, the PGCs from *Tet1* and *Tet2* DKO embryos are deprived from 5 hmC. These pups were fertile and some of its progeny shows altered imprinting in *H19*, *Mest*, *Peg3* and *Igf2r*^23^. The presence of pups derived from DKO crosses with wt mouse with normal imprinting patterns was explained by the action of *Tet3*, not expressed in PGC but expressed later during gametogenesis and spermatogenesis^26^,^37^. In our system, we have observed that *Tet1* and *Tet2* DKO SSC does not lose their imprinting marks following reprogramming to SSCiPSC, suggesting an essential role of these enzymes in the process. Our findings are in agreement with the critical role for *Tet* enzymes in the erasure of imprinting mediated by cell fusion between B cells and EGC, where *Tet1* depleted EGC were unable to accumulate 5hmC and erase the imprinting marks on the B cell genome following fusion^26^. However, despite proving an essential role of *Tet* enzymes in imprinting erasure in our model, we cannot rule out that passive DNA demethylation may have also played a role.

Collectively, these results highlight that imprinting erasure following Yamanaka factors based reprogramming depends on the epigenetic status of the original cell, with iPSC obtained from highly differentiated cells (fiPSC) being more able to retain the imprinting mark than SSCiPSC. This observation proposes that imprinting marks are specially protected from demethylation and that reprogramming at imprinted loci is a late step in genome reprogramming driven by the cumulative action of demethylating agents, with Tet enzymes playing an essential role. In this regard, Tet mediated imprinting erasure does not seem to require a specific demethylation mechanism, in agreement with the lack of consensus target sequences at ICRs^37^, but from an overall demethylated genome, or a genome more prone to demethylation.

## Methods

### SSC enrichment and fetal fibroblasts culture

All experiments involving vertebrate animals were performed in accordance with the approved guidelines of Beltsville Area Animal Care and Use Committee (BAACUC). All experimental protocols involving vertebrate animals were approved by the Institutional BAACUC committee. Fetal fibroblast and SSC were obtained from the mouse model *Gt(ROSA)26Sor*^tm1(rtTA*M2)Jae^*Col1a1*^*tm3(tetO-Pou5f1,-Sox2,-Klf4,-Myc)Jae*^/J^14^. Germinal cells were enriched from PND6 testis by differential plating. Briefly, testicular stroma was minced and digested with 1 mg/ml type IA collagenase (Sigma) for 10 min at 37 °C, followed by digestion with 0.05% trypsin-EDTA (Gibco) for 5 min at 37 °C. Cell suspension was purified through a 70 μm filter and plated onto a gelatin coated dish for 2 hours, allowing testicular somatic cells to attach to the plate. Germinal floating cells were subjected to MACS (Miltenyi Biotech) for Gfra1, a SSC membrane marker^38^ for SSC enrichment following the manufacturer instructions, using polyclonal rabbit anti-Gfra1 antibody (SantaCruz Biotechnology) at 1:50 dilution. Fetal fibroblasts were obtained from single E13.5 mice fetuses following standard protocols and by PCR as previously described^39^ to select males in order to avoid any possible bias due to sex^40^.

### Derivation of iPSC

SSC and fetal fibroblasts were cultured following standard protocols in the presence of 2 μg/ml Doxycycline hyclate (Sigma). For the first passage, individual colonies were picked up and individually trypsinized to obtain clonal lines. Doxycycline concentration was kept at 2 μg/ml for the first 5 passages and then was gradually withdrawn (1, 0.5 and 0.25 μg/ml on passages 6, 7 and 8 respectively). After passage 8, cells were incubated without doxycycline.

### Teratoma formation and histology

To test teratoma formation ability, SSCiPSC were injected into NIH-bg-un-Xid immunocompromised mice. Two million cells were diluted in Matrigel (Corning) and injected subcutaneously. The same number of cells was injected intramuscularly diluted in culture media. One month after injection, teratoma growth was obvious and the mice were sacrificed and the teratomas collected and fixed in 4% paraformaldehyde. Fixed tissues were dehydrated through ethanol washes, paraffin embedded, sectioned and stained in hematoxylin/eosin (American Histolabs). An inner ~1 mm^3^ biopsy of the teratomas was collected to determine DNA methylation. As this procedure does not exclude the possibility of host cell contamination, the percentage of contamination was estimated by a PCR with three primers (Geno OSKM, Supplementary Table S5) designed to amplify a 650 bp band in wt mice (host cells) and 340 bp in the Gt(ROSA)^26Sortm1(rtTA*M2)Jae^Col1a1^tm3(tetO-Pou5f1,-Sox2,-Klf4,-Myc)Jae^/J iPSC derivatives. Comparison of band intensity between the PCR products amplified from teratomas or from standard mixes of known amounts of wt and transgenic DNA estimated an ~5% host cell contamination in the samples used for DNA methylation (Supplementary Fig. S5). This contamination may have been responsible for the fully methylated clone obtained in IM teratoma (Fig. 3C).

### Chimera formation

SSCiPSC and fiPSC were individualized and injected into CD1 blastocysts (10 iPSC/embryo). The injected blastocysts were transferred by uterotubal embryo transfer to pseudopregnant recipients. Three different lines from each cell type were tested, performing 3 to 5 embryo transfers and obtaining 15 to 30 weaned pups per cell line analyzed (Supplementary Table S1). Skin chimerism was estimated immediately after weaning (21 days after birth) and differences between treatments were determined by Chi-square (SigmaStat).

### Gene expression analysis

In order to minimize the contamination with the feeder cells, iPSC at passages 13-14 were purified by MACS for SSEA1 following a protocol similar to the one described for SSC enrichment for Gfra1, but using anti-SSEA-1 (CD15) microbeads (Miltenyi Biotech). The purified cells were used for gene expression and DNA methylation analysis. qPCR was performed as previously described^40^ and differences between groups were analyzed by ANOVA (SigmaStat). Global transcriptional differences between SSC, SSCiPSC and fiPSC were analyzed by deep sequencing of RNA libraries. Total RNA was extracted with miRNeasy Minikit following manufacturer instructions. RNA concentration, purity and integrity were verified by Nanodrop (Eppendorf) and Nanochip on Bioanalyzer (Agilent). The conversion of the mRNA in total RNA into a library of template molecules suitable for subsequent cluster generation and DNA sequencing was performed following the TruSeq® Stranded mRNA kit (Illumina, San Diego, CA, USA). Libraries were quantified by Quant-iT PicoGreen followed by qPCR. Libraries are clustered using TruSeq PE Cluster Kit v3 – cBot HS, and sequenced using TruSeq SBS Kit v3 - HS (200-cycles). Paired end 100 bp reads were processed and analyzed using Cufflinks and Tophat software platforms. Statistical analysis was performed using Cummerbund R software. Gene Ontology analysis was performed using DAVID Functional Annotation Tools (http://david.abcc.ncifcrf.gov/), and differentially expressed genes with p-value ≤ 5*10^−5^ and fold change ≥ 1.5 were categorized with respect to Molecular Function, Biological Process and Cellular Component. The annotated genes were also mapped into relevant functional groups in a pathway analysis according to the Kyoto Encyclopedia of Genes and Genomes (KEGG).

### DNA methylation analysis

200 ng of DNA from fibroblasts, FiPS, SSC, SSCiPS and teratomas were treated with bisulfite to convert all unmethylated cytosine to uracil using EZ DNA Methylation-Direct Kit (Zymo Research) according to the manufacturer instructions. A 422 bp fragment of the 2 kb ICR of *H19-Igf2*^21^, containing 2 of the 4 CCTF binding sites as previously described^41^ (Supplementary Fig. S6), was amplified in the modified DNA by nested PCR using primer sets specific for the mutagenized DNA shown in Supplementary Table S5. The amplified DNA fragments were verified gel extracted (Qiaex II) and cloned into the pCR 2.1 TOPO TA (Life Technologies) by Blunt/TA ligase (New England Biolabs). The ligation product was transformed into competent cells and the plasmids obtained from ten individual clones from each group were sequenced (Macrogen, Rockville, MD, USA). ANOVA (SigmaStat) was performed on the percentages of methylated CpG per clone to determine statistical differences between groups.

### Generation of Tet1+Tet2 DKO

The double KO for Tet1 and Tet2 was generated by CRISPR/Cas system. Capped polyadenylated Cas9 mRNA was produced by *in vitro* transcription (mMESSAGE mMACHINE T7 ULTRA kit, Life Technologies) from the plasmid pMJ920 (Addgene 42234) linearized with BstBI and treated with Antarctic phosphatase (NEB). Single guide RNAs (sgRNA) for *Tet1* and *Tet2*, previously described in^22^, were produced by *in vitro* transcription (MEGAshortscript T7 kit, Life Technologies) from g-Blocks containing T7 promoter. Both the Cas9 mRNA and the sgRNAs were purified using MEGAclear kit (Life Technologies) and eluted in TE buffer. Cas9 mRNA (100 ng/μl) and sgRNA (20 ng/μl) were injected into two cell embryos obtained from *Gt(ROSA)26Sor*^tm1(rtTA*M2)Jae^*Col1a1*^*tm3(tetO-Pou5f1,-Sox2,-Klf4,-Myc)Jae*^/J females. Injected embryos were allowed to develop to the blastocyst stage and transferred to CD1 foster mothers by utero-tubal embryo transfer. Genotyping was performed on DNA extracted from a tail biopsy by using specific primers spanning the target sequence (Supplementary Table S5). The PCR product was purified and cloned into pCR 2.1 TOPO TA (Life Technologies, Grand Island, NY, USA) and transformed into competent cells as above. The indels (insertion/deletion) produced by CRISPR were analyzed in 10 clones per pup.

## Additional Information

**How to cite this article**: Bermejo-Álvarez, P. *et al.* Tet-mediated imprinting erasure in H19 locus following reprogramming of spermatogonial stem cells to induced pluripotent stem cells. *Sci. Rep.* **5**, 13691; doi: 10.1038/srep13691 (2015).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
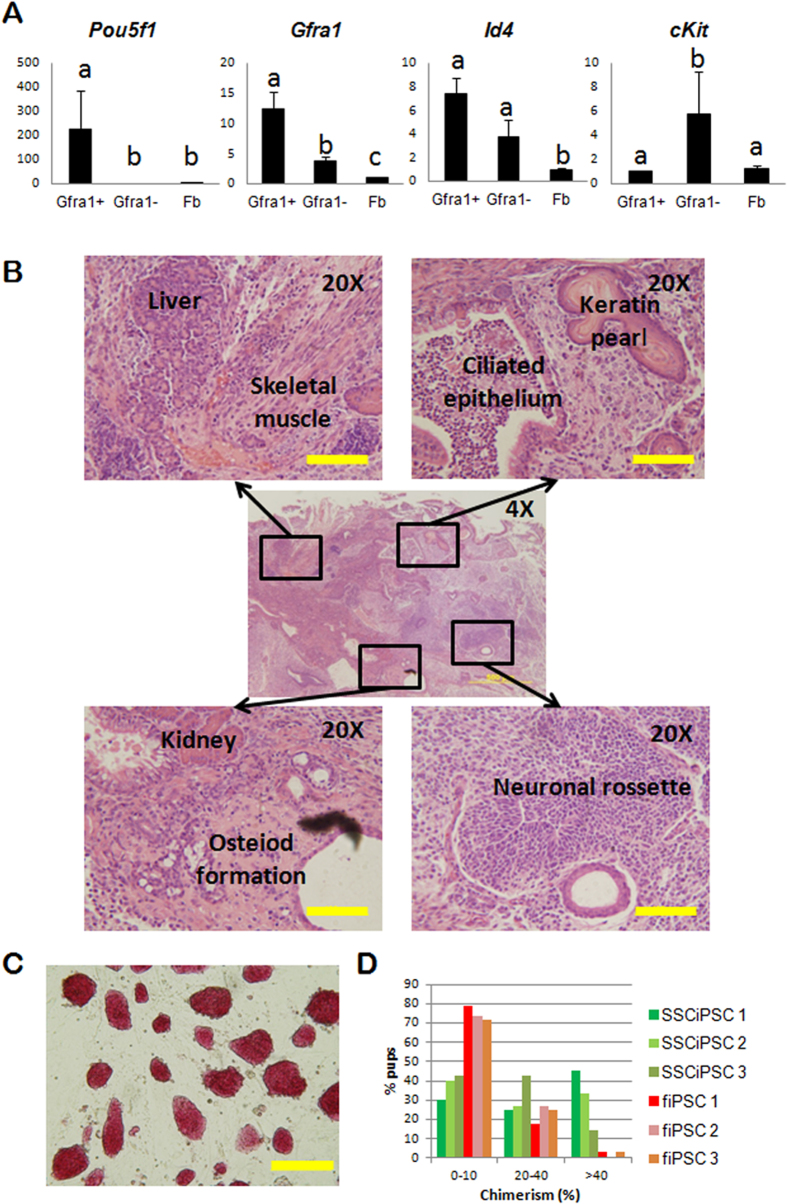
Reprogramming and characterization of iPSC derived from SSC. (**A**) Relative mRNA abundance determined by qPCR of three genes expressed in SSC (*Pou5f1*, *Gfra1* and *Id4*) and a marker of differentiated spermatogonia (*cKit*) in the testicular population sorted for Gfra1 (Gfra1+), unsorted (Gfa1−), and somatic fibroblast controls. Different letters indicate significant differences between treatments based on ANOVA (p < 0.05). (**B**) H&E histological section of a subcutaneous teratoma generated by SSCiPSC injection into immunocompromised mouse. The central image shows a 4X overview of the teratoma [Scale bar: 500 μM]. Four areas are amplified (20X) in the side images showing derivatives from the three germ layers [Scale bar: 100 M]. (**C**) Representative 10X light microscope image of SSCiPSC colony morphology after alkaline phosphatase staining [Scale bar: 200 μM]. (**D**) Percentage of skin chimerism in pups derived from 3 different SSCiPSC lines (green bars) or fiPSC (red-brown bars).

**Figure 2:**
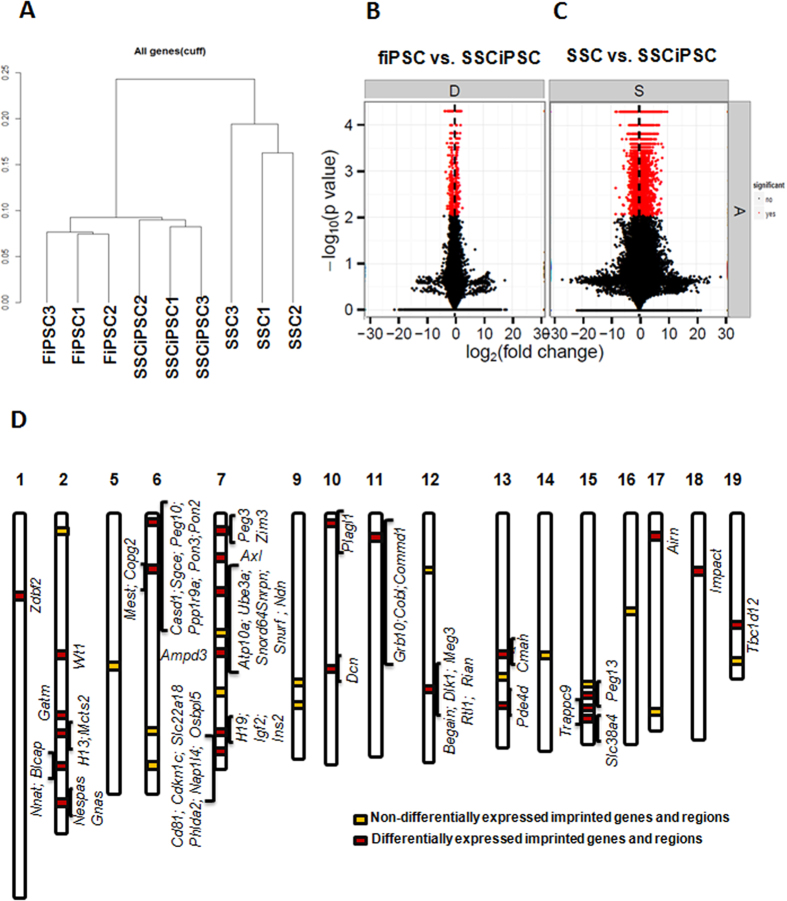
Global transcriptome profile of imprinted and non-imprinted loci as revealed by RNAseq analysis. (**A**) Hierarchical clustering of the nine biological samples analyzed; (**B,C**) Differentially expressed genes (FDR<0.05) between SSC and SSCiPSC (8124 genes, (B)) or fiPSC and SSCiPSC (490 genes, (**C**)); (**D**) Representation of the 41 known imprinting clusters along the mouse genome. Yellow squares depict clusters (15) with no differentially express genes, red squares denote clusters (26) with differentially expressed imprinted genes.

**Figure 3:**
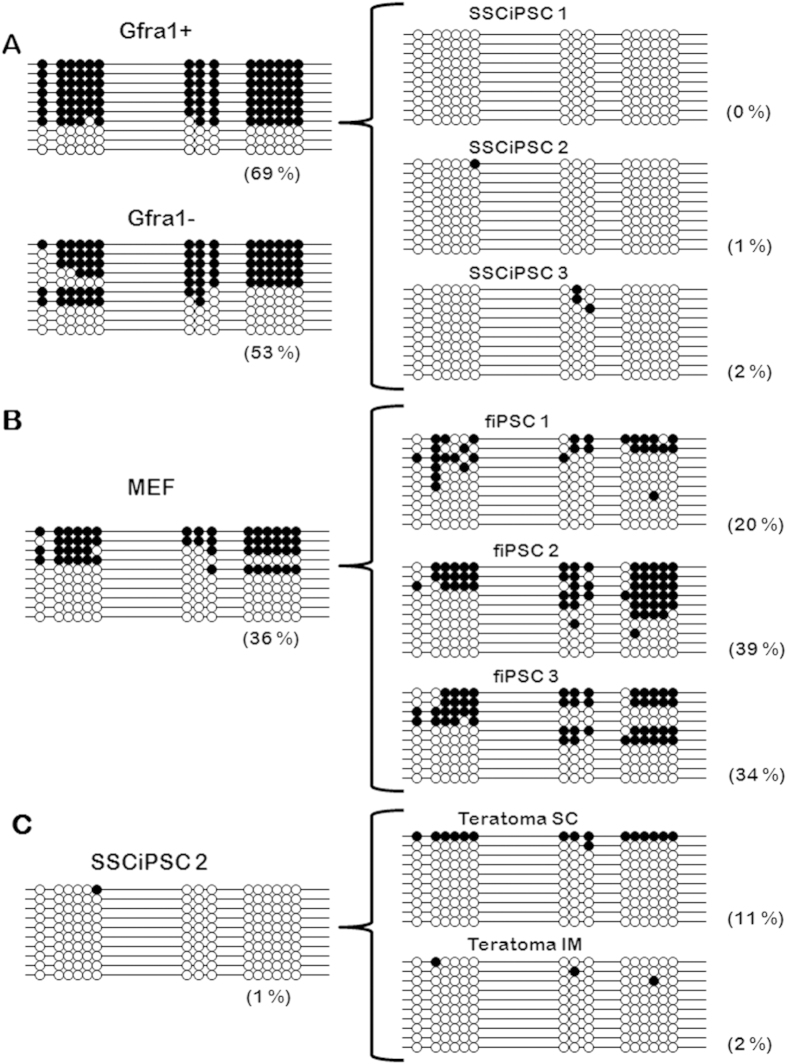
CpG methylation of H19 Imprinted Controlled region following reprogramming and differentiation. Bisulfite sequencing of H19 ICR revealed that CpG methylation was almost completely erased following reprogramming of (**A**) SSCiPSC (68% in SSC vs 0–2% in SSCiPSC) in comparison to (**B**) fiPSC (48% in fibroblast vs 20–39.3% in fiPSC). (**C**) The loss of imprinting erasure in SSCiPSC is maintained even following differentiation.

**Figure 4:**
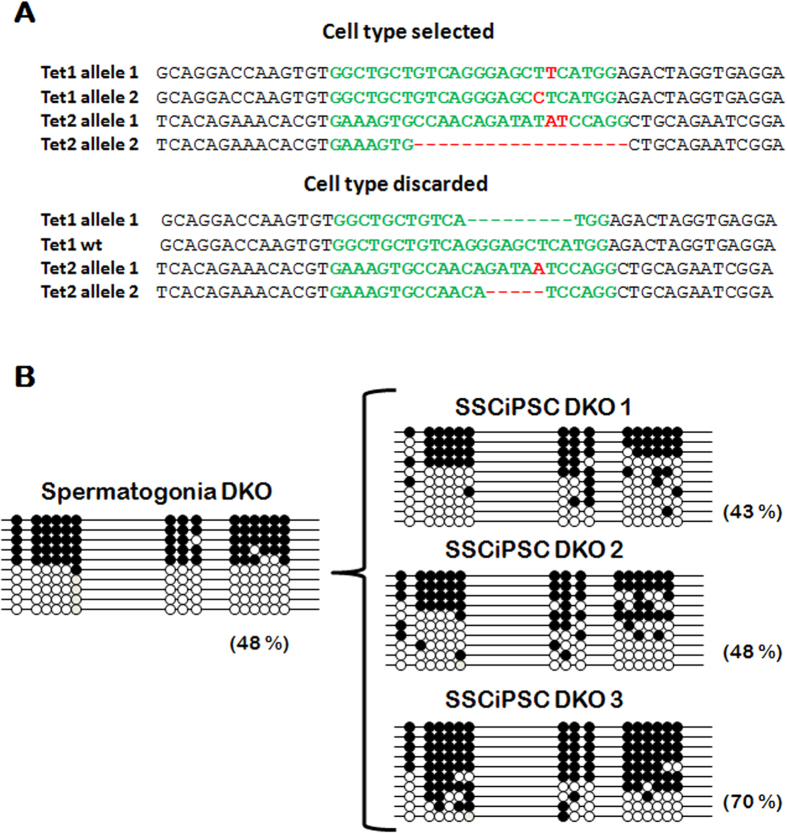
Methylation at H19 following reprogramming of *Tet1* and *Tet2* KO (DKO). (**A**) CRISPR/Cas mediated knockout of endogenous *Tet1* and *Tet2* loci by intra-cytoplasmic injection of *in vitro* transcribed Cas9 mRNA and sgRNA into mouse 2-cells embryos. CRISPR injection resulted in indels and two different genotypes. The CRISPR target sequence is indicated in green letters, whereas red letters indicates the indels generated. (**B**) Methylation at H19 ICR following reprogramming of Tet1 and Tet2 knockout SSC into three different lines of SSCiPSC.

## References

[b1] Ferguson-SmithA. C. & SuraniM. A. Imprinting and the epigenetic asymmetry between parental genomes. Science 293, 1086–1089 (2001).1149857810.1126/science.1064020

[b2] SmithZ. D. *et al.* A unique regulatory phase of DNA methylation in the early mammalian embryo. Nature 484, 339–344 (2012).2245671010.1038/nature10960PMC3331945

[b3] KobayashiH. *et al.* Contribution of intragenic DNA methylation in mouse gametic DNA methylomes to establish oocyte-specific heritable marks. PLoS genetics 8, e1002440 (2012).2224201610.1371/journal.pgen.1002440PMC3252278

[b4] LaboskyP. A., BarlowD. P. & HoganB. L. Mouse embryonic germ (EG) cell lines: transmission through the germline and differences in the methylation imprint of insulin-like growth factor 2 receptor (Igf2r) gene compared with embryonic stem (ES) cell lines. Development 120, 3197–3204 (1994).772056210.1242/dev.120.11.3197

[b5] WilmutI., SchniekeA. E., McWhirJ., KindA. J. & CampbellK. H. Viable offspring derived from fetal and adult mammalian cells. Nature 385, 810–813 (1997).903991110.1038/385810a0

[b6] TakahashiK. & YamanakaS. Induction of pluripotent stem cells from mouse embryonic and adult fibroblast cultures by defined factors. Cell 126, 663–676 (2006).1690417410.1016/j.cell.2006.07.024

[b7] KimK. *et al.* Epigenetic memory in induced pluripotent stem cells. Nature 467, 285–290 (2010).2064453510.1038/nature09342PMC3150836

[b8] YoungL. E. *et al.* Conservation of IGF2-H19 and IGF2R imprinting in sheep: effects of somatic cell nuclear transfer. Mech Dev 120, 1433–1442 (2003).1465421610.1016/j.mod.2003.09.006

[b9] StadtfeldM. *et al.* Aberrant silencing of imprinted genes on chromosome 12qF1 in mouse induced pluripotent stem cells. Nature 465, 175–181 (2010).2041886010.1038/nature09017PMC3987905

[b10] LiJ. Y., Lees-MurdockD. J., XuG. L. & WalshC. P. Timing of establishment of paternal methylation imprints in the mouse. Genomics 84, 952–960 (2004).1553371210.1016/j.ygeno.2004.08.012

[b11] TahilianiM. *et al.* Conversion of 5-methylcytosine to 5-hydroxymethylcytosine in mammalian DNA by MLL partner TET1. Science 324, 930–935 (2009).1937239110.1126/science.1170116PMC2715015

[b12] GuT. P. *et al.* The role of Tet3 DNA dioxygenase in epigenetic reprogramming by oocytes. Nature 477, 606–610 (2011).2189218910.1038/nature10443

[b13] HackettJ. A. *et al.* Germline DNA demethylation dynamics and imprint erasure through 5-hydroxymethylcytosine. Science 339, 448–452, 10.1126/science.1229277 (2013).23223451PMC3847602

[b14] CareyB. W., MarkoulakiS., BeardC., HannaJ. & JaenischR. Single-gene transgenic mouse strains for reprogramming adult somatic cells. Nat Methods 7, 56–59 (2010).2001083110.1038/nmeth.1410PMC3048025

[b15] KubotaH., AvarbockM. R. & BrinsterR. L. Spermatogonial stem cells share some, but not all, phenotypic and functional characteristics with other stem cells. Proc Natl Acad Sci USA 100, 6487–6492 (2003).1273888710.1073/pnas.0631767100PMC164473

[b16] Schrans-StassenB. H., van de KantH. J., de RooijD. G. & van PeltA. M. Differential expression of c-kit in mouse undifferentiated and differentiating type A spermatogonia. Endocrinology 140, 5894–5900 (1999).1057935510.1210/endo.140.12.7172

[b17] Kanatsu-ShinoharaM. *et al.* Generation of pluripotent stem cells from neonatal mouse testis. Cell 119, 1001–1012 (2004).1562035810.1016/j.cell.2004.11.011

[b18] KoK. *et al.* Induction of pluripotency in adult unipotent germline stem cells. Cell Stem Cell 5, 87–96 (2009).1957051710.1016/j.stem.2009.05.025

[b19] FujinoR. S. *et al.* Capillary morphogenesis gene (CMG)-1 is among the genes differentially expressed in mouse male germ line stem cells and embryonic stem cells. Mol Reprod Dev 73, 955–966 (2006).1670568310.1002/mrd.20504

[b20] WilliamsonC. M. *et al.* Uncoupling antisense-mediated silencing and DNA methylation in the imprinted Gnas cluster. PLoS genetics 7, e1001347 (2011).2145529010.1371/journal.pgen.1001347PMC3063750

[b21] DavisT. L., YangG. J., McCarreyJ. R. & BartolomeiM. S. The H19 methylation imprint is erased and re-established differentially on the parental alleles during male germ cell development. Hum Mol Genet 9, 2885–2894 (2000).1109276510.1093/hmg/9.19.2885

[b22] WangH. *et al.* One-Step Generation of Mice Carrying Mutations in Multiple Genes by CRISPR/Cas-Mediated Genome Engineering. Cell 153, 910–918 (2013).2364324310.1016/j.cell.2013.04.025PMC3969854

[b23] DawlatyM. M. *et al.* Combined deficiency of Tet1 and Tet2 causes epigenetic abnormalities but is compatible with postnatal development. Dev Cell 24, 310–323 (2013).2335281010.1016/j.devcel.2012.12.015PMC3574201

[b24] SeisenbergerS. *et al.* The dynamics of genome-wide DNA methylation reprogramming in mouse primordial germ cells. Mol Cell 48, 849–862 (2012).2321953010.1016/j.molcel.2012.11.001PMC3533687

[b25] TadaM., TadaT., LefebvreL., BartonS. C. & SuraniM. A. Embryonic germ cells induce epigenetic reprogramming of somatic nucleus in hybrid cells. EMBO J. 16, 6510–6520 (1997).935183210.1093/emboj/16.21.6510PMC1170256

[b26] PiccoloF. M. *et al.* Different roles for Tet1 and Tet2 proteins in reprogramming-mediated erasure of imprints induced by EGC fusion. Mol Cell 49, 1023–1033 (2013).2345380910.1016/j.molcel.2013.01.032PMC3613797

[b27] DannC. T. *et al.* Spermatogonial stem cell self-renewal requires OCT4, a factor downregulated during retinoic acid-induced differentiation. Stem Cells 26, 2928–2937 (2008).1871922410.1634/stemcells.2008-0134

[b28] ShirakawaT. *et al.* An epigenetic switch is crucial for spermatogonia to exit the undifferentiated state toward a Kit-positive identity. Development 140, 3565–3576 (2013).2390318710.1242/dev.094045

[b29] KimuraT. *et al.* Pluripotent stem cells derived from mouse primordial germ cells by small molecule compounds. Stem Cells 33, 45–55 (2015).2518665110.1002/stem.1838

[b30] FukuzawaR. *et al.* High frequency of inactivation of the imprinted H19 gene in “sporadic” hepatoblastoma. Int J Cancer 82, 490–497 (1999).1040406010.1002/(sici)1097-0215(19990812)82:4<490::aid-ijc4>3.0.co;2-i

[b31] AidenA. P. *et al.* Wilms tumor chromatin profiles highlight stem cell properties and a renal developmental network. Cell Stem Cell 6, 591–602 (2010).2056969610.1016/j.stem.2010.03.016PMC2897075

[b32] OgawaO. *et al.* Relaxation of insulin-like growth factor II gene imprinting implicated in Wilms’ tumour. Nature 362, 749–751 (1993).809701810.1038/362749a0

[b33] HolmT. M. *et al.* Global loss of imprinting leads to widespread tumorigenesis in adult mice. Cancer Cell 8, 275–285 (2005).1622670310.1016/j.ccr.2005.09.007

[b34] KagiwadaS., KurimotoK., HirotaT., YamajiM. & SaitouM. Replication-coupled passive DNA demethylation for the erasure of genome imprints in mice. The EMBO journal 32, 340–353 (2013).2324195010.1038/emboj.2012.331PMC3567490

[b35] DoegeC. A. *et al.* Early-stage epigenetic modification during somatic cell reprogramming by Parp1 and Tet2. Nature 488, 652–655 (2012).2290250110.1038/nature11333PMC5176099

[b36] HuX. *et al.* Tet and TDG mediate DNA demethylation essential for mesenchymal-to-epithelial transition in somatic cell reprogramming. Cell Stem Cell 14, 512–522 (2014).2452959610.1016/j.stem.2014.01.001

[b37] YamaguchiS., ShenL., LiuY., SendlerD. & ZhangY. Role of Tet1 in erasure of genomic imprinting. Nature 504, 460–464 (2013).2429179010.1038/nature12805PMC3957231

[b38] HaraK. *et al.* Mouse spermatogenic stem cells continually interconvert between equipotent singly isolated and syncytial states. Cell Stem Cell 14, 658–672 (2014).2479211810.1016/j.stem.2014.01.019PMC4010676

[b39] Bermejo-AlvarezP., RobertsR. M. & RosenfeldC. S. Effect of glucose concentration during *in vitro* culture of mouse embryos on development to blastocyst, success of embryo transfer, and litter sex ratio. Mol Reprod Dev 79, 329–336 (2012).2246141410.1002/mrd.22028PMC4243512

[b40] Bermejo-AlvarezP., RizosD., RathD., LonerganP. & Gutierrez-AdanA. Sex determines the expression level of one third of the actively expressed genes in bovine blastocysts. Proc Natl Acad Sci USA 107, 3394–3399 (2010).2013368410.1073/pnas.0913843107PMC2840439

[b41] EngelN., ThorvaldsenJ. L. & BartolomeiM. S. CTCF binding sites promote transcription initiation and prevent DNA methylation on the maternal allele at the imprinted H19/Igf2 locus. Hum Mol Genet 15, 2945–2954 (2006).1692878410.1093/hmg/ddl237

# Supplementary material for: Tet-mediated imprinting erasure in H19 locus following reprogramming of spermatogonial stem cells to induced pluripotent stem cells
**Source:** Sci Rep. 2015 Sep 2;5:13691. doi: 10.1038/srep13691
**Supplement:** Supplementary Information

# **Tet-mediated imprinting erasure in H19 locus following reprogramming of spermatogonial stem cells to induced pluripotent stem cells**

Bermejo-Álvarez P<sup>1,2,4\*+</sup>, Ramos-Ibeas P<sup>4\*</sup>, Park K-E<sup>1,2</sup>, Powell AP<sup>2</sup>, Vansandt L<sup>1</sup>, Derek Bickhart<sup>3</sup>, Ramirez MA<sup>4</sup>, Gutiérrez-Adán A<sup>4</sup>, Telugu BP<sup>1,2+</sup>

\*These authors contributed equally to this work.

<sup>+</sup>Corresponding authors.

**Supplementary Fig. S1** (A) H&E histological section of an intramuscular teratoma generated by SSCiPSC injection into immunocompromised mouse. The central image shows a 4X overview of the teratoma. Four areas are amplified in the side images showing derivatives from the three germ layers. (B) Representative litters obtained from SSCiPSC (left) or fiPSC (right). In the figure scale bar is 100  $\mu$ M.

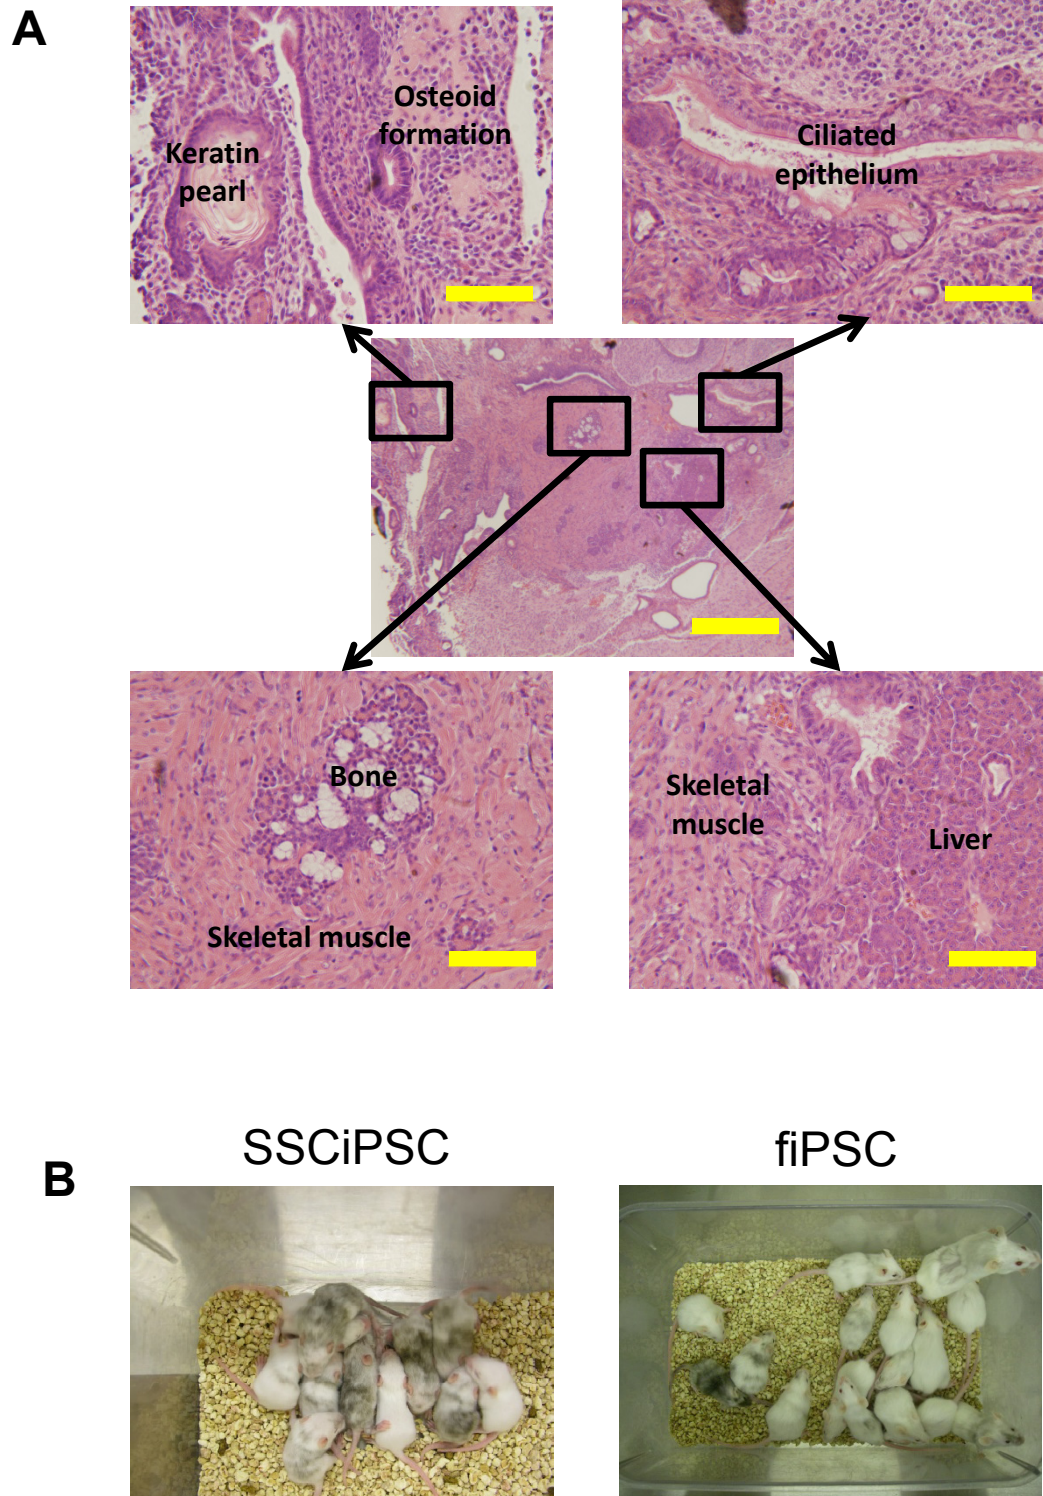

**Supplementary Fig. S2:** Venn diagram of the differentially expressed genes between SSC, SSCiPSC and fiPSC.

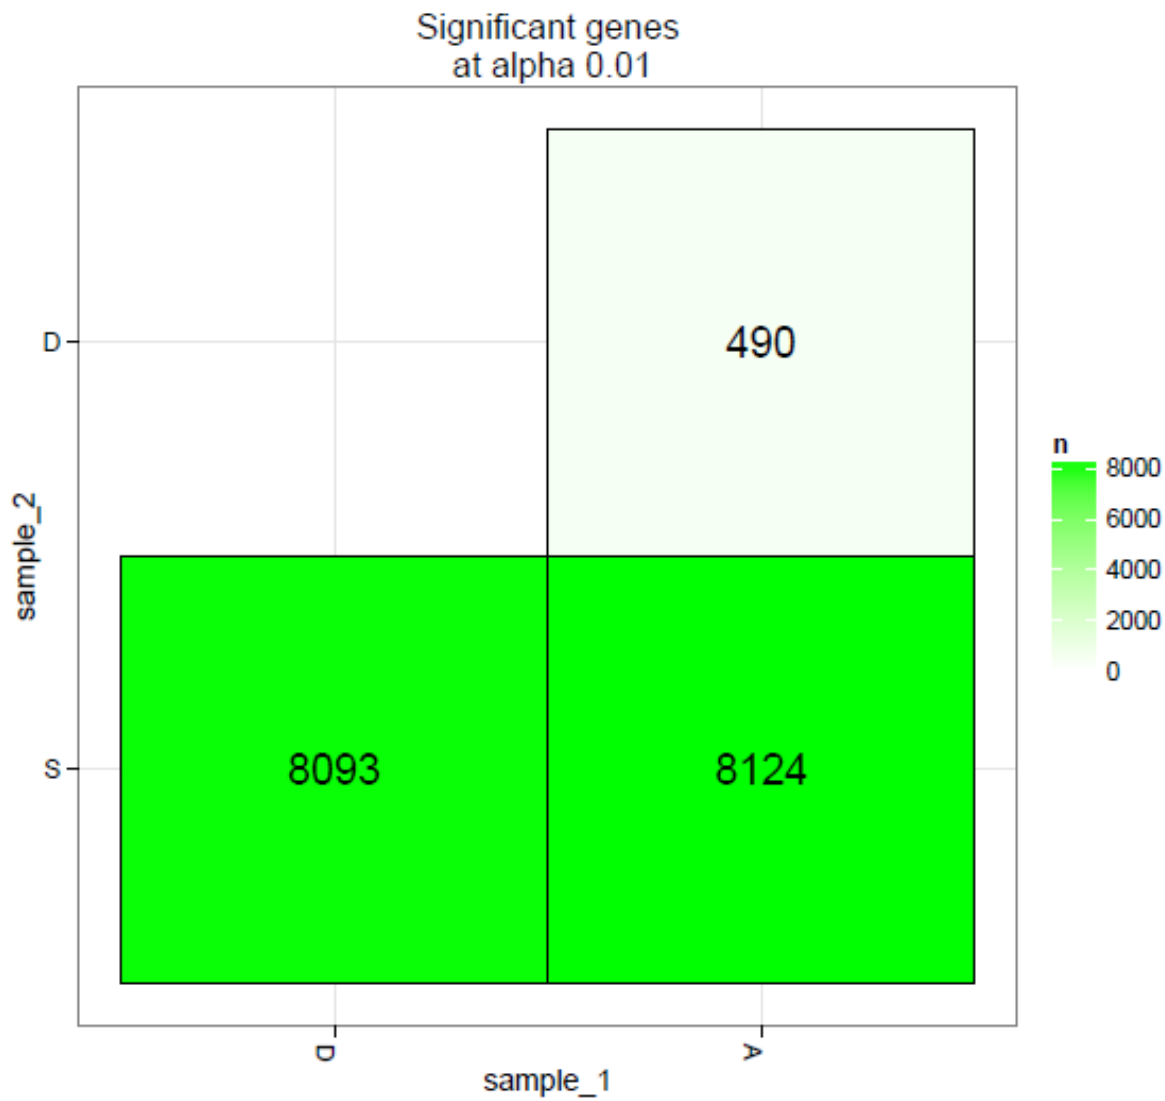

**Supplementary Fig. S3.** Heat map of differentially expressed pluripotent, methylating, demethylating and imprinted genes between the SSC and SSCiPSC

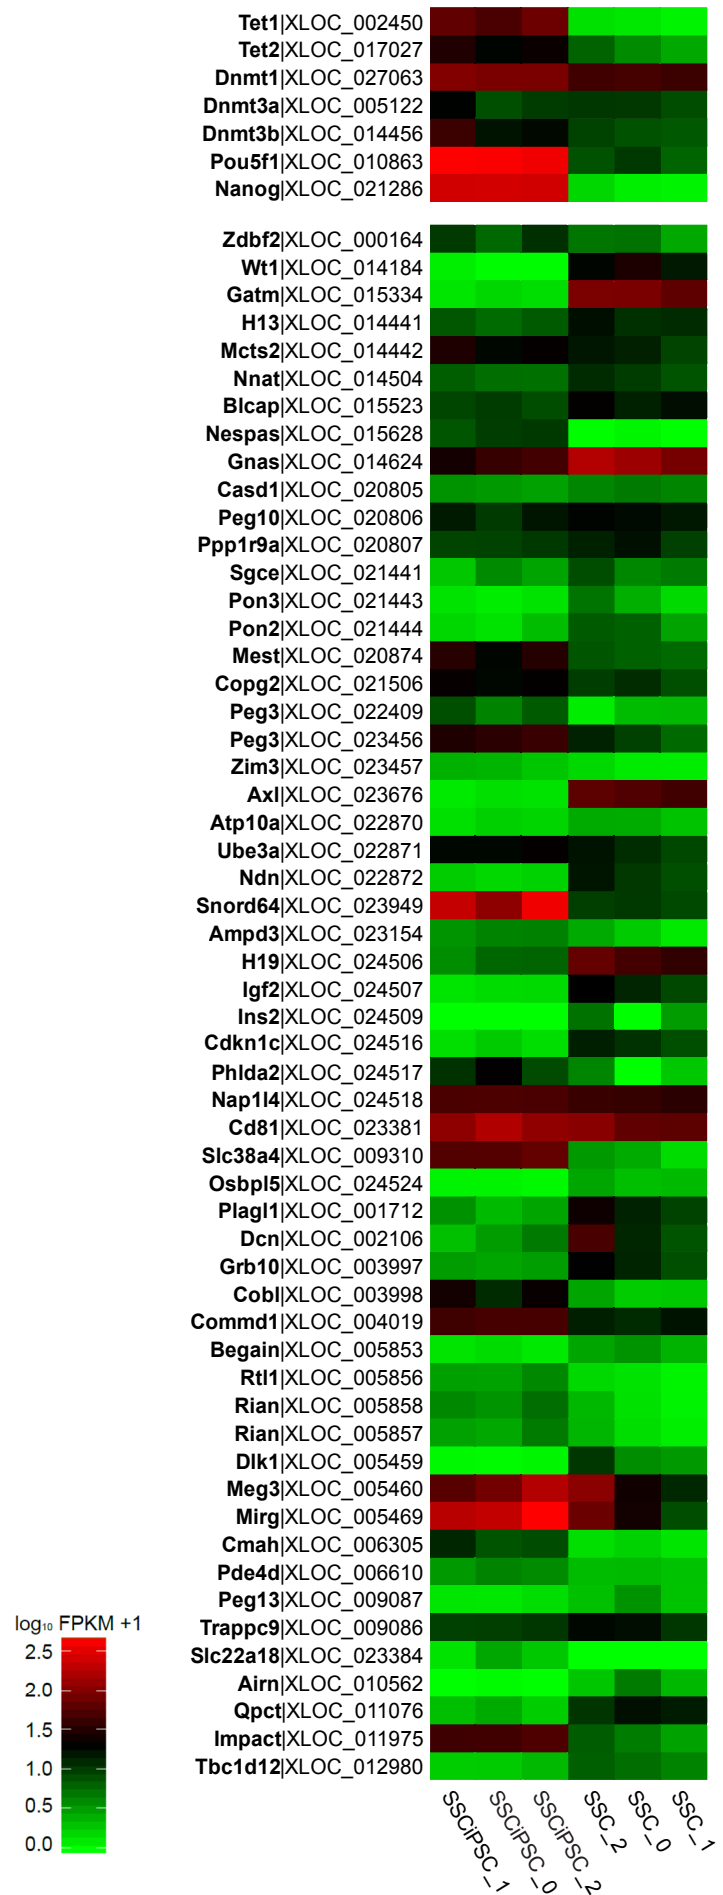

**Supplementary. Fig. S4:** DAVID gene ontology analysis: Percentage of differentially expressed genes between SSCiPSC and SSC classified in different categories according to: A) Biological Process, B) Cellular Component, C) Molecular Function, and D) KEEG Pathways.

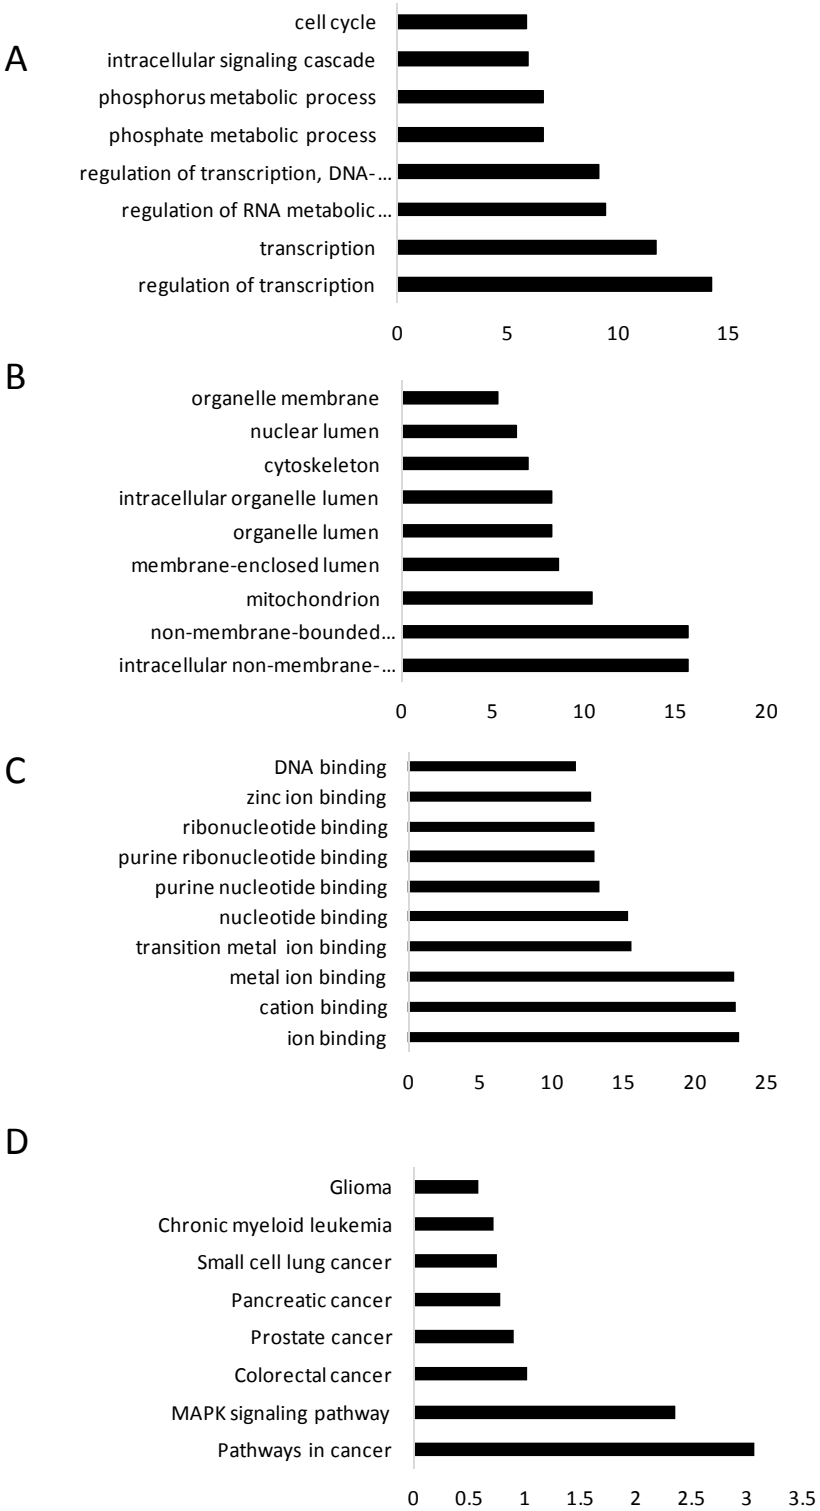

**Supplementary Fig. S5.** Genomic PCR to determine the percentage of contamination from wild type cells. In the picture, 650 bp band in wt mice (host cells) and 340 bp in the Gt(ROSA)26Sortm1(rtTA\*M2)JaeCol1a1tm3(tetO-Pou5f1,-Sox2,-Klf4,-Myc)Jae/J iPSC derivatives.

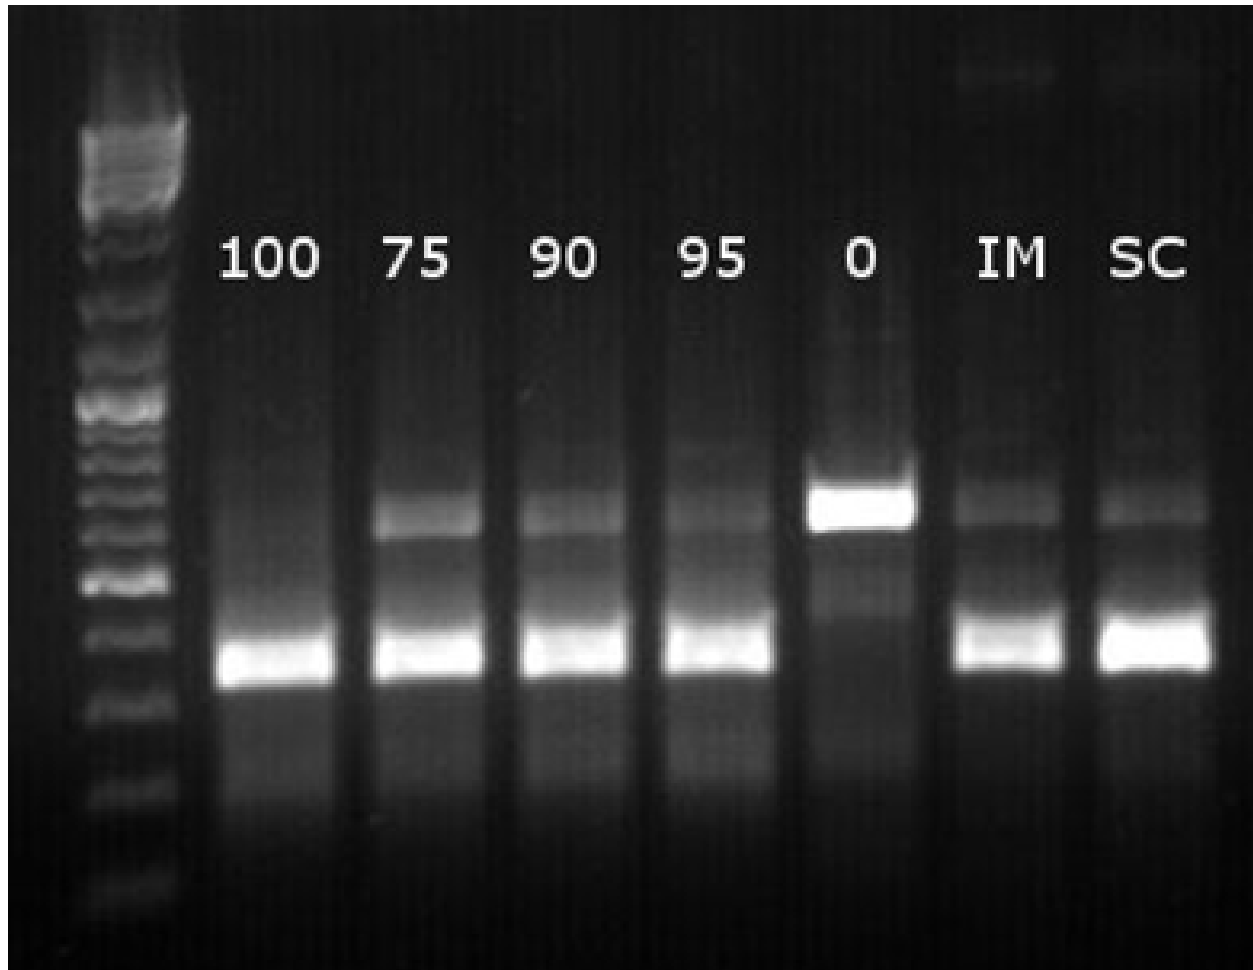

**Supplementary Fig. S6.** A 422 bp fragment of the 2 kb ICR of *H19-Igf2<sup>21</sup>*, containing 2 of the 4 CCTF binding sites was used for methylation analysis

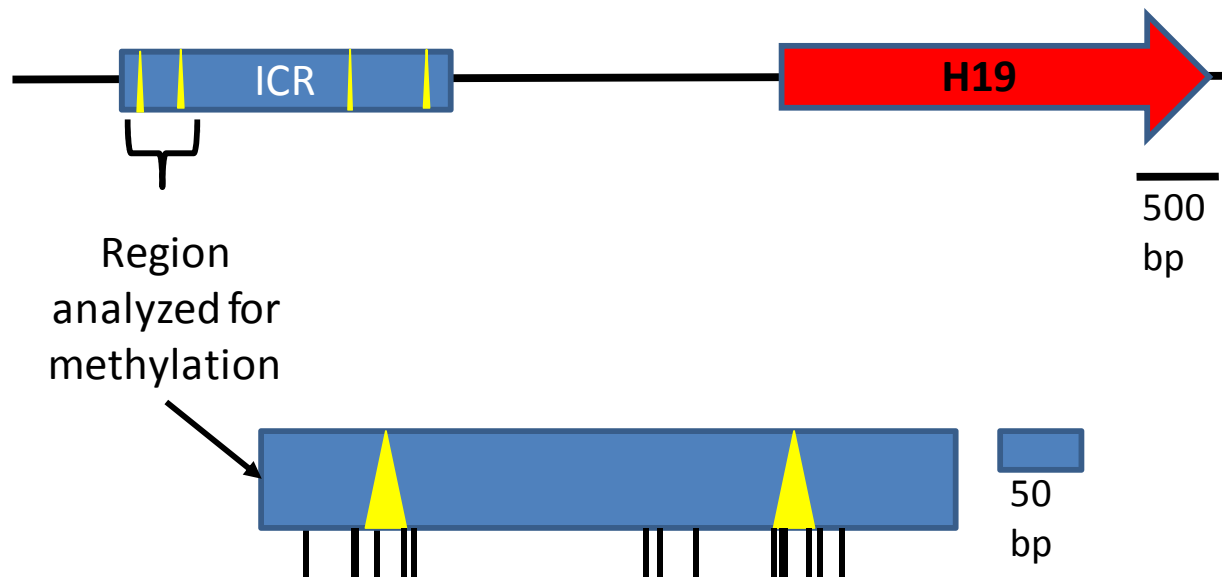

**Supplementary Table. S1. Percentage of Skin Chimerism in pups derived from injection of iPSC from SSC and fibroblasts**

[illegible]

[truncated: 784,799 more chars]

How the deposited data were processed for this re-analysis (not part of the article)

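RNA of 9 libraries was compared, 3 each of Gfra1+ SSC, SSCiPSC and fiPSC, grouped by the sample labels and Fig. 2A. The authors aligned paired end reads with TopHat, assembled and quantified loci with Cufflinks, and deposited FPKM values, 1 per locus and library. The paper's text does not name the software versions, the annotation, the genome build or a scaling between libraries. The deposited summary of the authors' cummeRbund object, a set of whole numbers of features, lists 29143 genes and 62215 isoforms, which is another number of loci than the 54914 in the table of values. No reads were used here, and the test of the authors' software was not run.

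Of the 54914 loci, 1 was left out for a blank value. The strand of a locus was read from the block of the table it stands in. Among loci in the stranded blocks whose ends lay within 300 bp of both ends of a gene, 3010 had the strand of that gene and 64 the opposite strand (97.9% the same). Loci were named from their coordinates against the GRCm38 annotation, and the gene names printed in the table and the locus numbers of Supplementary Fig. S3, which belong to another run, were not used. Of the loci, 23605 share their interval with another locus. Loci without a name entered the counts of loci but are not named in the text.

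Depth was estimated from the loci from 600 to 6000 bp long, whose lowest FPKM values are multiples of the value of 1 fragment. In simulated libraries the largest error of this estimate was 0.836% over 21419 loci. The estimate subtracts a fixed length from each locus, and the simulation used the same length. It therefore does not test that choice, nor a scaling by the authors' software. The 10 most abundant loci held from 28.8% to 39.9% of the summed FPKM of a library. An FPKM value at 0 in an SSC library therefore excludes less than in an iPSC library, since 1 fragment per kilobase corresponds to 0.568, 0.217 and 0.724 FPKM in SSC replicates 1, 2 and 3 and to no more than 0.0751 in iPSC. Replicates did not share values above 0, apart from 1 locus in fiPSC replicates 1 and 2, so each was counted as a sample.

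Each pair of groups was compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend) on log2(FPKM + 1), with the 6 libraries of both groups, loci with at least 1 FPKM in at least 3 of them, Benjamini-Hochberg adjustment and a threshold of 0.05. Since the deposited FPKM values are not counts, no count model was used. In simulated data with 200 changed loci, the test recovered 82% of them among 33587 loci for SSCiPSC against SSC, with 4.65% false calls. For fiPSC against SSCiPSC it recovered 90.5% among 32654 loci, with 5.73% false calls. These shares apply to the planted changes and were not broken down by size of change or expression level. They therefore do not give the power for small changes or low loci. For SSCiPSC against SSC, far more loci passed in the data (18396 of 36544) than were planted. Clustering used the Jensen-Shannon distance and complete linkage in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. A planted difference gave a ratio of 3.35 and no difference a ratio of 0.992 in simulated data over 54913 loci. The correction for GC content used statsmodels 0.14.6, and the plots matplotlib 3.10.9.

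The genes named in the text are those the paper prints for the RNA-seq data or in Fig. 1A, Tet3, the 5 rising and 5 falling named genes with the largest change per comparison among those past the threshold with no overlap and at least 10 FPKM in a group, and the genes of 11 marker lists. These lists are germ line (14 genes), Leydig (8), Sertoli (11), peritubular myoid (7), endothelial (6), macrophage (8), blood (7), fibroblast or feeder (11), pluripotency (12), Y chromosome (4) and Xist (1). Together they hold 89 genes, of which 69 had a locus. The median log2 fold change of a list was set against 10000 random lists of the same size matched on mean expression. The groups, tests, gene lists, rule for named genes and most alternatives were chosen before the data were examined.

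The alternatives were a pseudocount of 0.1, no filter on low values, a filter on a mean of at least 5 FPKM, quantile normalization, median-ratio scaling, eBayes without a trend, all 9 libraries in the fit, the replicate number as a block, an adjusted p below 0.01, a fold change of at least 1.5, and each library left out in turn. For the clustering they were other logarithms, distances, linkage and loci. Loci assigned to a strand only, 1 locus per named gene and no filter on low values with each library left out were added after seeing the data. Methylation, qPCR and chimera experiments, Gene Ontology terms and the comparison with published SSC data were not analysed here.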

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

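The tests of the Leydig, Sertoli and macrophage transcripts, of an extra chromosome and of fiPSC replicate 2 were chosen only after the result was seen.

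Transcripts of several somatic testis cell markers were present in the Gfra1+ SSC libraries. Most genes of these lists were far lower in the iPSC libraries, apart from Rhox5 on the Sertoli list, which was higher there, and Cd68 on the macrophage list, with 7.53, 3.51 and 15.8 FPKM in SSC and from 7.65 to 13.7 in iPSC. The mean of Cst12, on the Sertoli list, was 225 FPKM in SSC, and Clu, its most abundant gene, had 713, 645 and 538 FPKM. Of the 9 Sertoli list genes with a locus, 6 had at least 1 FPKM in all 3 SSC libraries and less than 0.1 times the SSC mean in all 6 iPSC libraries. The mean of Cyp17a1, on the Leydig list, was 57.0 FPKM in SSC. The lowest value of Cyp11a1 and Cyp17a1 in any SSC library was 45.5 FPKM, and in each of these libraries both lay above Lhcgr and Nr5a1. C1qa, on the macrophage list, had 15.9, 4.61 and 51.1 FPKM in SSC replicates 1, 2 and 3, and 7 of 7 macrophage list genes with a locus were highest in SSC replicate 3. A candidate explanation is RNA of Sertoli cells, Leydig cells and macrophages in the Gfra1+ fraction. Lower depth of the SSC libraries would remove such transcripts, not add them. Germ line genes were abundant in the same libraries (Dazl 194, 263 and 174 FPKM), and the share of somatic cells was not estimated. Expression of these genes by SSC themselves was not tested.

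Chromosome 14 genes were higher as a set in SSCiPSC replicate 1. The median log2 deviation of 282 genes from the median of the other 5 iPSC libraries was 0.30, and 83.0% of the genes were above it. The median absolute deviation over 120 pairs of chromosome and library was 0.0368. After correction for GC content the shift was 0.27 and after correction for gene length 0.30. In each of 4 segments of the chromosome it was at least 0.29, which argues against a few genes as the source. An extra chromosome 14 may be the cause. In every cell it would give 0.58, and a shift below 0.45 was set as the reading against it. The shift was below that, with 0.42 at most, against SSCiPSC replicate 2. A planted shift of 0.3 was recovered as 0.273 in simulated data, a loss too small to account for the difference from 0.58. This argues against an extra copy in every cell if the other libraries have 2 copies. Their copy number is not known, and SSCiPSC replicate 2 and fiPSC replicate 1 differed by 0.16 on this chromosome, so an extra copy in every cell and in part of the cells cannot be told apart here. No biological explanation from the design was tested.

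In fiPSC replicate 2, genes of chromosome 14 were higher by 0.26 and 401 genes of chromosome 8 by 0.24. The lower of these shifts was 0.24 after correction for GC content and 0.24 after correction for gene length. The lowest shift among the segments of both chromosomes was 0.22. Extra copies of both chromosomes in part of the cells may be the cause, and the largest shift of chromosome 8 against a single library was 0.43, against SSCiPSC replicate 2. In that library chromosome 8 genes lay at -0.29 and chromosome 14 genes at -0.20. In SSCiPSC replicate 1 chromosome 8 genes lay at -0.17. Which library departs from 2 copies is therefore not known. Copies in part of the cells and another cause cannot be told apart. A batch of library preparation was not analysed here.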

How the results depend on the processing

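Of the tests in this part, those of other splits of the samples for the 3 counts of all loci and the Gene Ontology set were chosen only after the result was seen. The 6 samples make 10 splits into 3 and 3, so no share can be below 0.1. The real split was the only 1 of these 10 splits to give as many loci as reported for SSCiPSC vs SSC (18396), fiPSC vs SSCiPSC (23) and fiPSC vs SSC (19680), for the Gene Ontology set, and for the fertility, Tet and Dnmt, imprinted and marker genes of SSCiPSC vs SSC and the marker genes of fiPSC vs SSC. For the imprinted and marker genes of fiPSC vs SSCiPSC, with a count of 0, all 10 splits gave as many. The other 9 splits gave at most 1 locus for SSCiPSC vs SSC, 2 for fiPSC vs SSCiPSC, 1 for fiPSC vs SSC and 5 for the Gene Ontology set, and 0 genes of the lists. Each of these splits has libraries of both groups on each side, so a large difference between the groups becomes spread within a side. Their low counts therefore do not measure the rate of false calls.

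With a filter on a mean of at least 5 FPKM, which tests fewer loci, the counts fell to 9707 for SSCiPSC vs SSC, 11 for fiPSC vs SSCiPSC and 10158 for fiPSC vs SSC, the Gene Ontology set to 2169 and the fertility genes to 1. With all 9 libraries in the fit, 11 loci passed for fiPSC vs SSCiPSC and the Gene Ontology set rose to 7239. The cause was not tested. At an adjusted p below 0.01, 9 loci passed for fiPSC vs SSCiPSC. Among the alternatives added after seeing the data, loci assigned to a strand only gave 9334, 28 and 9758 for the 3 comparisons in the same order, and 1 locus per named gene gave 7524, 35 and 7839. Of the 28 and 35 loci for fiPSC vs SSCiPSC, 4 and 3 were among the 23 reported. Both also left 1 marker gene past the threshold for fiPSC vs SSCiPSC.

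Leaving out a library in turn gave from 11357 to 13901 loci for SSCiPSC vs SSC, from 11300 to 16585 for fiPSC vs SSC, from 2 to 10 for fiPSC vs SSCiPSC and from 807 to 1492 in the Gene Ontology set. The share of loci higher in SSCiPSC among those past the threshold was 52.1% as reported, 49.1% under quantile normalization, 58.8% under median-ratio scaling, 66.3% with a mean of at least 5 FPKM, from 41.9% to 42.7% without an SSCiPSC replicate and from 66.1% to 68.7% without an SSC replicate. When a library is left out the filter still asks for 3 libraries, which a group with 2 left cannot meet alone. Without the filter, an alternative chosen after seeing the data, the share was 57.5%, 58.1% and 57.7% without SSCiPSC replicate 1, 2 and 3 (15576, 15715 and 15005 loci) and from 49.6% to 54.1% without an SSC replicate. The replicate numbers did not pair the samples: the correlations of the deviations of same-numbered samples were -0.002, 0.027 and -0.002 for SSCiPSC vs SSC and -0.047, -0.244 and -0.087 for fiPSC vs SSCiPSC. With the replicate number as a block, 16926, 6 and 17546 loci passed in the 3 comparisons, and 785 in the Gene Ontology set.

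The ratio of the lowest distance between SSC and iPSC to the highest among iPSC moved from 2.16 to 1.98 with log10(FPKM + 0.1), 4.90 with 1 minus the Spearman correlation, 2.38 with the Euclidean distance, 2.35 with loci of at least 1 FPKM in at least 3 samples and 2.67 with loci assigned to a strand only, and ranged from 2.16 to 2.48 with a library left out. The same ratio for SSCiPSC and fiPSC moved from 0.847 to 0.744 with FPKM without a logarithm and 0.762 with 1 minus the Spearman correlation, and ranged from 0.847 to 0.952 with a library left out. It stayed below 1 in these alternatives.

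Of 34 single-gene results over 610 fits, 22 kept direction and side of the threshold in every fit and 12 changed: 22 fits were weaker, 13 stronger and 7 reversed. The reversed fits were those of Dnmt3a, from -0.22 to 0.46 with a library left out, of Nap1l4 (-0.65 under quantile normalization) and of Trappc9 (-0.01 as reported, 0.11 under quantile normalization, 0.17 under median-ratio scaling and from -0.163 to 0.088 with a library left out, above 0 without SSCiPSC replicate 3, SSC replicate 2 or SSC replicate 3). As reported, none of the 3 genes passed the threshold. The lower depth of the SSC libraries limits what a value of 0 in SSC excludes. The count of loci listed at 0 was 0.954 times in SSC replicate 1 and 0.986 times in SSC replicate 3 what SSC replicate 2 gave when thinned to their depth, which is consistent with depth as the source of the additional zeros.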

Differences from the paper's values

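For SSCiPSC vs SSC the paper reports 8124 differentially expressed genes, and 18396 loci passed here. Genes and loci are unlike units, and 9918 of these loci had no strand. Of the alternatives set before the data were examined, the filter on a mean of at least 5 FPKM (9707) and the fits without SSCiPSC replicate 1, 2 or 3 (12184, 11672 and 11357) gave counts within 1.5 times the paper's, and the others did not. Loci assigned to a strand only (9334) and 1 locus per named gene (7524), both chosen after seeing the values, did as well. The latter counts each named gene once and is the nearest in unit to the paper's count.

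For fiPSC vs SSCiPSC the paper reports 490 genes, and 23 loci passed here. None of the alternatives set before the data were examined closed the gap, with counts from 2 to 25. The alternatives chosen after seeing the values gave 28 and 35.

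For fiPSC vs SSC the paper shows about 8100 genes in Supplementary Fig. S2, read by eye, and 19680 loci passed here. That figure prints an alpha of 0.01, while the paper's text gives a false discovery rate below 0.05. At an adjusted p below 0.01, 13986 loci passed for fiPSC vs SSC, 12752 for SSCiPSC vs SSC and 9 for fiPSC vs SSCiPSC. Of the alternatives set before the data were examined, the filter on a mean of at least 5 FPKM (10158) and the fits without fiPSC replicate 1, 2 or 3 (11300, 11906 and 11546) gave counts within 1.5 times the paper's. Loci assigned to a strand only (9758) and 1 locus per named gene (7839), chosen after seeing the values, did as well. Of the 19680 loci, 10725 had no strand.

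In the dendrogram of Fig. 2A the paper's branches join at about 0.24 for all samples, about 0.19 for SSC and about 0.09 for iPSC, read by eye. Here they joined at 0.443, 0.354 and 0.169 with the logarithm to base 2, and at 0.369, 0.294 and 0.140 with the natural logarithm. For the alternatives set before the data were examined, only the join of all samples was compared. With base 2 its height was 0.532 with FPKM without a logarithm and 0.444 with log10(FPKM + 0.1). It was 0.410 with average linkage and 0.415 with loci of at least 1 FPKM in at least 3 samples. With a library left out it ranged from 0.429 to 0.443. None of these came near the paper's value of about 0.24. With base 2, the joins of all samples, SSC and iPSC were 1.85, 1.86 and 1.87 times the paper's values. Another base of the logarithm in the distance multiplies all heights by the same factor, so it could give such a pattern. Bases above the natural one were not tried, which leaves the base open as a source of the difference. With loci assigned to a strand only, chosen after seeing the values, the heights were 0.290, 0.162 and 0.0962 with base 2 and 0.242, 0.135 and 0.0801 with the natural logarithm. The join of SSC was then below the paper's value with either base.

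The paper states that Dnmt3a is higher in SSCiPSC than in SSC. Here its log2 fold change was 0.20 with a limma adjusted p of 0.682, and it did not pass in any of 18 alternatives. Supplementary Fig. S3 shows further imprinted genes as differentially expressed between SSC and SSCiPSC that did not pass here. Peg10 (log2 fold change -0.23, limma adjusted p = 0.405) and Trappc9 (-0.01, limma adjusted p = 0.978) did not pass in any of 18 alternatives. Casd1 (-0.58, limma adjusted p = 0.105) passed with all 9 libraries in the fit (0.0424) and under both alternatives chosen after seeing the values (0.0472 and 0.0442). Ppp1r9a (-0.33, limma adjusted p = 0.132) passed under quantile normalization (0.0274). Ube3a (0.50, limma adjusted p = 0.0732) passed under median-ratio scaling (0.0243), with all 9 libraries (0.0282) and under both alternatives chosen after seeing the values (0.0403 and 0.0385). Nap1l4 (0.31, limma adjusted p = 0.131) passed under median-ratio scaling (0.0373), and in the other direction under quantile normalization (0.022). Meg3 (0.85, limma adjusted p = 0.168) passed with the replicate block (0.0478) and without SSC replicate 3 (0.016). Pon3, Begain and Slc22a18 were under the filter on low values. Without the filter, Slc22a18 passed (limma adjusted p = 0.0154), and Pon3 (0.106) and Begain (0.386) did not.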

Other observations

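The tests of the Y-linked genes, of names taken by position and of H19 were chosen only after the result was seen.

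Y-linked genes were near 0 in SSCiPSC replicate 2. Ddx3y had 0.223 FPKM in this library and at least 26.5 in each other iPSC library, and Eif2s3y, Kdm5d and Uty had 0.0741, 0 and 0.0731 FPKM. Low depth was ruled out, since the deepest iPSC library was 1.27 times as deep as this one. Cells with 2 X chromosomes were also argued against: X-linked genes shifted by -0.075 as a set, and Xist was 1.99 FPKM in SSCiPSC replicate 2 and at least 3.05 in the others. Of 27 Y-linked loci with at least 1 FPKM in the other 5 libraries, 23 were below 0.1 times their mean, among them all 9 assigned to a strand. The other 4, with no strand, ranged from 0.170 to 1.27 times the mean. The most abundant of these had 2028 FPKM, so that the sum over the 27 loci was 97.7% of the lowest sum among the other libraries. Several of the 23 loci share an interval, so they are not independent. Loss of the Y chromosome in this line may be the cause. Whether the reads of these 4 loci come from the Y chromosome is not known, which keeps it open.

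The gene names printed in the deposited table were not those of the mouse genes at the same coordinates. Of 25865 names 22722 are mouse gene symbols, and 0 of these overlapped that mouse gene. Coordinates of another mouse build would put most names on the chromosome of their mouse gene, and 8.27% of 3445 distinct names were. This is above the 5.27% that shuffled names gave on average and the highest of 100 shuffles (6.59%), so the names are not spread at random either. Names of the form with a chromosome number as a prefix carried the number of the chromosome of their locus in 106 of 106 cases. This is consistent with names taken by position from the annotation of another species.

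Imprinted genes changed more often between SSCiPSC and SSC than genes in general. With 1 locus per gene, 30 of 35 listed genes (85.7%) passed the threshold against 69.0% of 10899 genes, which is at percentile 98.4 of 10000 lists matched on mean expression. A place above the central 95% was set as the reading against the general share of changed genes as the source, and it was met. Since most of the list comes from a heat map of genes differentially expressed between these samples, the test is void, and the general share and a change particular to imprinted genes cannot be told apart.

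H19 RNA was lower in SSCiPSC than in SSC, and its order in the SSC libraries was that of 8 of 10 fibroblast list genes, with 9 of them highest in SSC replicate 3. RNA of testicular somatic cells in the Gfra1+ fraction may be a source of H19 RNA in SSC. With 3 SSC libraries, which have 6 possible orders, this and expression in SSC cannot be told apart.

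The marker lists differed between SSCiPSC and SSC as follows. Of 68 marker genes tested, 53 passed the threshold, 14 higher in SSCiPSC and 39 lower, and 57 passed adjusted over the list alone. The median log2 fold change was -2.57 for germ line, -4.53 for Leydig, -4.61 for Sertoli, -1.96 for peritubular myoid, -1.61 for endothelial, -2.94 for macrophage, -1.28 for blood (1 gene), -1.17 for fibroblast or feeder, 5.72 for pluripotency, -0.90 for Y chromosome and 1.26 for Xist. Among random lists matched on mean expression these medians lay at percentile 0, 0.01, 0, 1.95, 4.15, 0.03, 25.2, 0.26, 100, 6.39 and 89.3 in the same order. The medians have genes at or under 3 fragments in every library of a group set to that level, which applied to 3 Leydig, 3 Sertoli, 3 pluripotency and 1 endothelial gene. The percentiles rest on the fitted values. The Y chromosome median rests on SSCiPSC replicate 2: without it the median was 0.47, and -1.61 and -1.58 without SSCiPSC replicate 1 and 3. Between fiPSC and SSC 53 of 68 passed. Between fiPSC and SSCiPSC 0 of 45 marker genes passed, 9 had an unadjusted p below 0.05, and 3 passed adjusted over the list alone. Of the 10 fibroblast list genes, Fn1 (118, 170 and 195 FPKM), Sparc (169, 176 and 150) and Vim (214, 259 and 218) were abundant in SSCiPSC. Rhox5, on the Sertoli list, was higher in SSCiPSC (296, 211 and 272 FPKM) than in SSC (1.03, 1.77 and 1.98).

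The genes that the paper measured by qPCR in sorted cells had these values in the RNA-seq libraries. Pou5f1 had 13.0 ± 2.92 FPKM in SSC and 733 ± 125 in SSCiPSC (SD, n = 3 each), Gfra1 31.9 ± 7.14 in SSC, Id4 10.8 ± 1.62 in SSC and 1.98 ± 0.651 in SSCiPSC, and Kit 9.71 ± 0.736 in SSC and 46.1 ± 3.22 in SSCiPSC. Tet3 went the other way from Tet1 and Tet2, from 19.3 ± 2.09 FPKM in SSC to 0.518 ± 0.127 in SSCiPSC (SD, n = 3 each), a log2 fold change of -3.74 (limma adjusted p = 9.76e-05 with Benjamini-Hochberg adjustment).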
